# Heating quinoa shoots results in yield loss by inhibiting fruit production and delaying maturity

**DOI:** 10.1111/tpj.14699

**Published:** 2020-02-24

**Authors:** Jose C. Tovar, Carlos Quillatupa, Steven T. Callen, S. Elizabeth Castillo, Paige Pearson, Anastasia Shamin, Haley Schuhl, Noah Fahlgren, Malia A. Gehan

**Keywords:** heat, yield, quinoa, fruit production, plant maturity, phenomics, RNA‐seq

## Abstract

Increasing global temperatures and a growing world population create the need to develop crop varieties that provide higher yields in warmer climates. There is growing interest in expanding quinoa cultivation, because of the ability of quinoa to produce nutritious grain in poor soils, with little water and at high salinity. The main limitation to expanding quinoa cultivation, however, is the susceptibility of quinoa to temperatures above approximately 32°C. This study investigates the phenotypes, genes and mechanisms that may affect quinoa seed yield at high temperatures. Using a differential heating system where only roots or only shoots were heated, quinoa yield losses were attributed to shoot heating. Plants with heated shoots lost 60–85% yield as compared with control plants. Yield losses were the result of lower fruit production, which lowered the number of seeds produced per plant. Furthermore, plants with heated shoots had delayed maturity and greater non‐reproductive shoot biomass, whereas plants with both heated roots and heated shoots produced higher yields from the panicles that had escaped the heat, compared with the control. This suggests that quinoa uses a type of avoidance strategy to survive heat. Gene expression analysis identified transcription factors differentially expressed in plants with heated shoots and low yield that had been previously associated with flower development and flower opening. Interestingly, in plants with heated shoots, flowers stayed closed during the day while the control flowers were open. Although a closed flower may protect the floral structures, this could also cause yield losses by limiting pollen dispersal, which is necessary to produce fruit in the mostly female flowers of quinoa.

## Significance Statement

This study provides evidence that heating quinoa during flowering results in seed yield loss by lowering fruit production. Plants with low yield after heat treatment also matured more slowly, suggesting that quinoa may use a type of avoidance strategy to survive heat stress conditions. Genes differentially expressed under heat include genes involved in flower development and flower opening.

## Introduction

Global temperatures are estimated to increase by 1–5°C (Callery *et al.*, 2018), while the world population will grow by approximately 47% in the 21st century (United Nations, 2017). On average, more than half of human caloric intake comes directly from grain consumption (Awika, 2011), and the feed used for meat production is 28% grain (Herrero *et al.*, 2013). Thus, there is a general need to increase grain production in a warming environment. Although farming technology, farmland expansion and breeding have increased absolute grain yields, the percentage yield gains for grain crops have been decreasing in recent years (Grassini *et al.*, 2013). Grain crops are predicted to lose 3.1–7.4% yield for every 1°C increase unless new varieties are developed for warmer temperatures (Zhao *et al.*, 2017). Climate change‐induced increases in temperature and reductions in precipitation have already caused yield losses of up to 5.5% from grain crops between 1980 and 2008 (Lobell *et al.*, 2011), a period in which temperatures increased by only approximately 0.6°C (Hansen *et al.*, 2010). To meet future global grain demands, it is vital to develop grain crop varieties that are adapted to higher temperatures (Challinor *et al.*, 2014) and to gain a better understanding of the molecular mechanisms that influence losses in grain yield.

Quinoa (*Chenopodium quinoa* Willd.) is a grain crop (pseudocereal) grown in areas with average temperatures of 9–30°C (Bhargava *et al.*, 2007a). There is growing interest in expanding quinoa cultivation (Jacobsen, 2003; Pulvento *et al.*, 2010; Choukr‐Allah *et al.*, 2016; Bazile *et al.*, 2016; Maliro *et al.*, 2017), because of its nutritious grain (Repo‐Carrasco *et al.*, 2003; Vega‐Gálvez *et al.*, 2010; Choukr‐Allah *et al.*, 2016) and its ability to grow on poor soils (Jacobsen *et al.*, 2003). Heat is a major limitation to expanding quinoa cultivation (Lesjak and Calderini, 2017; Hinojosa, Matanguihan, *et al.*, 2018), however, and quinoa generally does poorly in climates with average temperatures higher than 32°C (Bazile *et al.*, 2016; Hinojosa, Matanguihan, *et al.*, 2018). A goal of this study is to gain a better understanding of how heat limits grain production in quinoa.

The ability of quinoa to grow on poor soils and produce nutritious grain suggests that quinoa could be an interesting crop for the study of nutrient uptake. We are interested in how heat stress affects the processes of nutrient uptake in the roots and grain production in the shoots, as there are few studies on how roots and shoots differentially respond to heat stress. Previous studies have shown that plants respond differently to heat in the roots compared with heat in the shoots (Heckathorn *et al.*, 2013). In wheat, root heating had a more pronounced effect than shoot heating on grain yield, shoot biomass and root biomass (Kuroyanagi and Paulsen, 1988). In the grass *Agrostis palustris, *photosynthesis was more severely affected when roots were heated than when shoots were heated (Xu and Huang, 2000; Huang *et al.*, 2001). These studies suggest that the root and the shoot responses to heat may involve different mechanisms. Thus, studying how quinoa roots and shoots respond to heat can provide important insights into the mechanisms involved in yield losses.

This study investigates the phenotypic and transcriptomic responses of quinoa to root heating compared with shoot heating in the sequenced accession QQ74 (PI 614886; Jarvis *et al.*, 2017). The impact of heat on plant development, yield and gene expression are examined in detail, and we propose a possible mechanism for yield loss under heat stress.

## Results and Discussion

### Shoot heating significantly decreases yield, but root heating does not have a substantial effect on yield

To study the responses of quinoa to root and shoot heat stress, a sandbox system was designed and built that allowed for the independent temperature control of the roots and shoots (Figure S1). As previous studies have indicated that flowering is the most susceptible developmental stage to heat stress (Lesjak and Calderini, 2017), we heat‐treated quinoa during the flowering stage (in plants approx. 35–40 days old). Previous studies in both growth chambers and in the field showed that temperatures above 32°C impaired the yield and caused physiological and phenotypic changes in quinoa (Bazile *et al.*, 2016; Hinojosa, Matanguihan, *et al.*, 2018), and therefore the growth chamber temperature was set to 35°C. We found that the soil temperature was 30°C when the air temperature was 35°C, and therefore 30°C was selected as the heat treatment for roots. In total there were four treatments: (i) control treatment, with roots and shoots held at 22°C; (ii) heated roots (HR), with roots held at 30°C and shoots held at 22°C; (iii) heated shoots (HS), with shoots held at 35°C and roots held at 22°C; and (iv) heated roots and shoots (HRS), with roots at held at 30°C and shoots held at 35°C. Flowering plants were heat treated for 11 days and then returned to control temperature conditions until harvest. For further details of the sandbox set‐up, please see 'Plant material and growth conditions' in the Experimental procedures section.

Data analysis was performed using a factorial design, to quantify the effects of root versus shoot heating. A treatment‐by‐treatment comparison was performed to identify pairwise differences. For more details on the methods used for data analysis, please see 'Statistical analysis' in the Experimental procedures section.

In this study, yield was defined as grams of seed produced per plant. Shoot heating resulted in significant seed yield loss (two‐way analysis of variance, anova, on the effect of shoot heating, *P* < 0.0001). HS plants produced an average of 68% less seed yield relative to control plants (Wilcoxon rank sum test, *P* = 0.0043), and HRS plants had 61% less seed yield than control plants (Wilcoxon rank sum test, *P* = 0.0043; Figure 1a). Interestingly, root heating did not have a substantial effect on seed yield (two‐way anova on the effect of root heating, *P* = 0.9658), with HR plants showing only a 4% median difference from control plants (Wilcoxon rank sum test, *P* = 0.938). An experimental replicate of total plant yield showed similar yield losses, with significantly lower seed yield compared with the control (two‐way anova on the effect of shoot heating, *P* < 0.0001) and with no substantial effect from root heating (two‐way anova on the effect of root heating, *P* = 0.0856). In the second experimental replicate, plants with HS had an average of 85% less yield than control plants (Wilcoxon rank sum test, *P* = 0.000021), and plants with HRS produced an average of 81% less yield than control plants (Wilcoxon rank sum test, *P* = 0.000021). In contrast, plants with HR had a 20% median yield difference from control plants (Wilcoxon rank sum test, *P* = 0.2957; Figure 1b). Overall, these results indicate that heating quinoa shoots results in much greater yield losses than heating roots.

**Figure 1:**
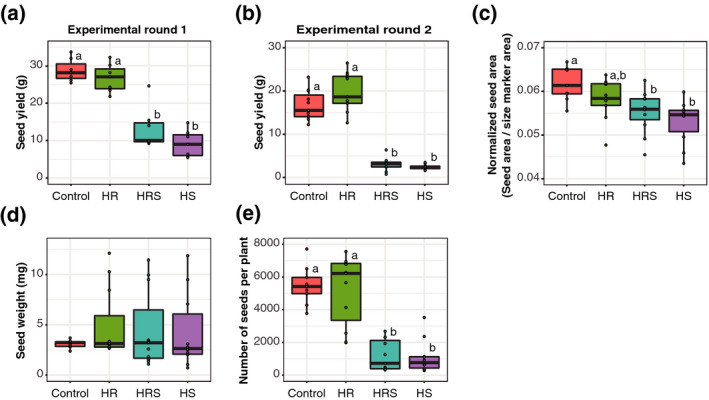
Yield analysis. (a) Yield per plant for each treatment in experimental round 1 (*n* = 15 plants). (b) Yield per plant for each treatment in experimental round 2 (*n* = 15 plants). (c) Average normalized seed area per plant for each treatment (*n* = 15 plants). (d) Average estimated individual seed weight per plant for each treatment (*n* = 15 plants). (e) Estimated number of seeds produced per plant for each treatment (*n* = 15 plants). Letters above boxes represent statistical significance at *P* < 0.05 from a Wilcoxon rank sum test.

Although no other quinoa studies have looked at the differential effects of heat on quinoa roots and shoots, previous studies on quinoa have found varied yield responses to heat. Quinoa accession Regalona lost 31% yield, whereas accession BO5 lost 23% yield when night temperatures were 22°C instead of 18°C (control) during flowering (Lesjak and Calderini, 2017; Hinojosa, González, *et al.*, 2018). Hinojosa *et al.*, 2018 found that quinoa accessions QQ74 (used in this study) and 17GR did not lose any yield when treated at 40°C day/24°C night during flowering, as compared with the control (22°C day/16°C night) (Hinojosa, Matanguihan, *et al.*, 2018). The differences in QQ74 yield under heat in this study compared with Hinojosa, Matanguihan, *et al. *(2018) may result from the methodology used for the treatment, including the temperatures used and the duration of the treatment. One similarity between studies that found yield losses under heat stress (this study; Lesjak and Calderini, 2017; Hinojosa, González, *et al.*, 2018) was a high night‐time temperature treatment during flowering. Similarly, in *Triticum aestivum* (wheat) and *Oryza sativa* (rice), high‐temperature treatments at night have been shown to negatively impact yield (Shi *et al.*, 2013; Narayanan *et al.*, 2015; Jagadish *et al.*, 2015; Shi *et al.*, 2016).

### Yield losses from shoot heating are mainly the result of a smaller number of seeds produced

To investigate the changes in overall seed yield, we examined whether yield losses were largely the result of changes in seed size or seed number. We analyzed seed size by two independent measurements: (i) average seed weight and (ii) average seed area (measured from images). Seed number was estimated by dividing the total seed weight by the average seed weight for each plant. For more information on how seed size and seed number were measured, please see 'Main panicle, seed and whole plant imaging' in the Experimental procedures section.

Shoot heating had a significant effect on seed area (two‐way anova on the effect of shoot heating, *P* = 0.0455), whereas root heating did not show a substantial effect, with only a 5% median difference from the control (two‐way anova on the effect of root heating, *P* = 0.708). HS plants had 14% smaller seed area than control plants (Wilcoxon rank sum test, *P* = 0.0095; Figure 1c) and HRS plants had 11% smaller seed area than control plants (Wilcoxon rank sum test, *P* = 0.0312; Figure 1c). Similarly, Bertero *et al.*, 1999 reported a 14% smaller seed diameter with heat treatment in the quinoa accession Kancolla (Bertero *et al.*, 1999). Although the seed area was significantly smaller in our shoot‐heated samples when compared with controls, the estimated individual seed weight was not substantially affected by heat, with median values differing only 1–19% from the control values (two‐way anova on the effects of root and shoot heating, *P* > 0.05; Figure 1d). The decrease in seed area without substantial changes to individual seed weight with heat treatment is similar to that reported in previous work. For example, in quinoa accession Regalona, night‐time heat treatment (22°C) resulted in yield losses without substantial changes in average seed weight (Lesjak and Calderini, 2017). Similar to our study, Hinojosa *et al.*, 2018 also found that seed weight was not substantially affected by heat in accession QQ74 (Hinojosa, Matanguihan, *et al.*, 2018).

The number of seeds produced per plant was estimated by dividing the total yield (g) by the individual seed weight (for details, please see 'Main panicle, seed, and whole plant imaging' in the Experimental procedures). There was no substantial difference in the estimated individual seed weight with heat treatment, but there was a significant decrease in the total seed yield, which suggests a change in seed number. Accordingly, there was a significant effect of shoot heating on seed number (two‐way anova on the effect of shoot heating, *P* < 0.0001), but no substantial effect from root heating on seed number (6% average difference from control, two‐way anova on the effect of root heating, *P* = 0.5933). The estimated seed number was an average of approximately 79% lower in the HS treatment than in the control (Wilcoxon rank sum test, *P* = 0.00016) and an average of approximately 78% lower in the HRS treatment than in the control (Wilcoxon rank sum test, *P* = 0.00016; Figure 1e). Overall, there were fewer seeds produced per plant and less seed area but no substantial difference in individual seed weight between plants with heated shoots and control plants. This indicates that the observed yield losses in plants with heated shoots are mainly the result of fewer seeds produced.

### Main and secondary panicles from plants with heated shoots had less yield than those from control plants; tertiary panicles from HRS plants had higher yield than control tertiary panicles

Quinoa yield is the total seed production from many panicles on each plant. Therefore, we further examined where the yield losses were occurring on each plant (i.e. in primary, secondary or tertiary panicles; Figure 2a). The 11‐day heat treatment was started at first anthesis of the main panicle, but the panicles produced by a quinoa plant emerge and develop at different times. Therefore, the heat treatment was applied to panicles at different developmental stages and for different durations. To assess the contributions of different panicle types to yield, quinoa panicles were classified into three groups (Figure 2a): (i) the main panicle – the first panicle to emerge, at the top of the plant; (ii) secondary panicles – the panicles at the tip of each branch, emerging after the main panicle; and (ii) tertiary panicles – the panicles originating from nodes within branches, emerging after the secondary panicle in the same branch.

**Figure 2:**
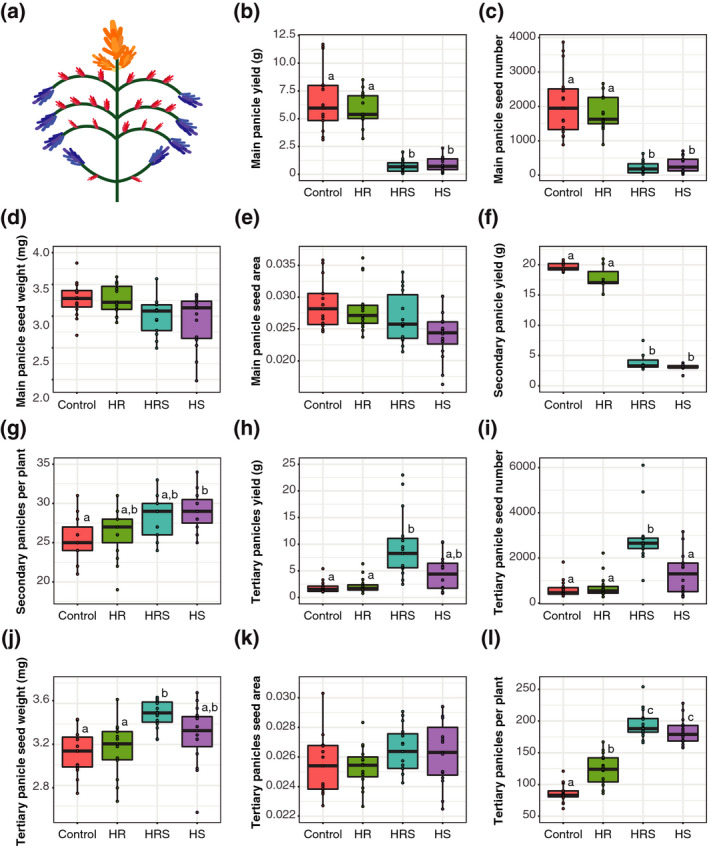
Yield analysis by panicle type. (a) Locations of the main panicle (the first panicle to emerge; orange), secondary panicles at the tip of each branch (emerging after the main panicle; blue) and tertiary panicles from nodes within branches (emerging after the secondary panicles; red). (b) Yield from the main panicle of each plant for each treatment (*n* = 15). (c) Number of seeds produced per main panicle for each treatment (*n* = 15). (d) Average seed weight per main panicle for each treatment (*n* = 15). (e) Average main panicle normalized seed area per plant for each treatment (*n* = 15). (f) Aggregated yield from all secondary panicles in each plant, for each treatment (*n* = 15). (g) Number of secondary panicles produced by each plant for each treatment (*n* = 15). (h) Total tertiary panicle yield per plant for each treatment (*n* = 15). (i) Number of seeds produced from all tertiary panicles in each plant for each treatment (*n* = 15). (j) Average tertiary panicle seed weight per plant for each treatment (*n* = 15). (k) Average normalized tertiary panicle seed area from each plant and for each treatment (*n* = 15). (l) Number of tertiary panicles produced by each plant for each treatment (*n* = 15). Control, roots and shoots held at 22°C; HR, heated roots, with roots held at 30°C and shoots held at 22°C; HS, heated shoots, with shoots held at 35°C and roots held at 22°C; HRS, heated roots and shoots, with roots at held at 30°C and shoots held at 35°C. Letters above boxes represent statistical significance at *P* < 0.05 from a Wilcoxon rank sum test.

The main panicle yield was significantly affected by shoot heating (two‐way anova on the effect of shoot heating, *P* < 0.0001), but root heating did not show substantial effects (10% median difference from control, two‐way anova on the effect of root heating, *P* = 0.6953). Main panicles from HS plants yielded 87% less than control plants (Wilcoxon rank sum test, *P* = 0.00017; Figure 2b). Similarly, main panicles from HRS plants yielded 89% less than control plants (Wilcoxon rank sum test, *P* = 0.00019; Figure 2b). Based on image analysis, the losses in the main panicle yield from shoot heating were caused by a reduction in the number of seeds produced (Figure 2c). The main panicle from HRS plants produced 89% fewer seeds than the control plants (Wilcoxon rank sum test, *P* < 0.0001) and the main panicle from HS plants produced 85% fewer seeds than control plants (Wilcoxon rank sum test, *P* < 0.0001). The seed number from main panicles of HR plants did not substantially differ from that in control plants (13% average difference from control, Wilcoxon rank sum test, *P* = 0.97). The main panicle seed weight (Figure 2d) and area (Figure 2e) were not substantially changed by heat treatments (2–6% median differences from control, Wilcoxon rank sum test, *P* > 0.05).

Like the main panicle yield, the secondary panicle yield was also affected by shoot heating (two‐way anova on the effect of shoot heating, *P* < 0.0001), with root heating not showing substantial effects (9% average difference from control, two‐way anova on the effect of root heating, *P* = 0.1801). The average yield of all the secondary panicles from each HS plant was 85% lower than in control plants (Wilcoxon rank sum test, *P* = 0.0021; Figure 2f), despite producing four more secondary panicles on average than the control plants (Wilcoxon rank sum test, *P* = 0.021; Figure 2g). HRS plants produced an average of 79% less yield from secondary panicles than in control plants (Wilcoxon rank sum test, *P* = 0.0021; Figure 2f). Although HRS plants produced a median of four more secondary panicles per plant than control plants, the statistical analysis for HRS did not show a clear effect (Wilcoxon rank sum test, *P* = 0.067). Thus, the results suggest that yield losses from secondary panicles were largely caused by shoot heating, similar to main panicles. The relationship between shoot heating and secondary panicle number is less clear, however.

Unlike main and secondary panicles, tertiary panicles emerged after the heat treatment ended. All heat‐treated plants had more tertiary panicles than control plants. HR plants produced approximately 43% more tertiary panicles than control plants (Wilcoxon rank sum test, *P* = 0.00026; Figure 2l). HRS plants (Wilcoxon rank sum test, *P* = 0.00002) and HS plants (Wilcoxon rank sum test, *P* = 0.00002) produced more than double the number of tertiary panicles than control plants (Figure 2l). Despite the increase in tertiary panicle number for all heat treatments, the increased tertiary panicle yield was only statistically significant in HRS plants, and not in HR or HS plants. The tertiary panicles of HRS plants had fivefold more yield than control tertiary panicles (Wilcoxon rank sum test, *P* = 0.0000057; Figure 2h). The average tertiary panicle yield from HS plants was fourfold higher than that of the control but was not statistically significantly different from that of the control (Wilcoxon rank sum test, *P* = 0.18). The average tertiary panicle yield from HR plants was not substantially different from the control (19% average difference from control, Wilcoxon rank sum test, *P* = 0.7; Figure 2h). Therefore, all heat‐treated plants produce more tertiary panicles, but the HRS treatment was the only treatment that produced significantly more tertiary panicle yield in comparison with control plants.

Based on image analysis, the higher yield of tertiary panicles observed in HRS plants resulted from a median 12% higher individual seed weight than in control plants (Wilcoxon rank sum test, *P* < 0.0001; Figure 2j), as well as a median 5.7‐fold higher number of seeds produced (Wilcoxon rank sum test, *P* < 0.0001; Figure 2i), but not to changes in seed area (only 4% median difference from control, Wilcoxon rank sum test, *P* > 0.05; Figure 2k). The increased tertiary panicle yield and seed weight in HRS plants suggests that more resources are allocated to tertiary panicles compared with controls. This reallocation of resources to tertiary panicles in HRS plants cannot compensate for yield losses in the main and secondary panicles, however, because HRS plants still produced a lower total yield than the control plants.

### Secondary panicle yield was significantly affected by shoot heating and panicle position in the plant, but the length of heat treatment did not show a substantial effect

Shoot heating significantly affected the overall yield from all secondary panicles in a quinoa plant; however, secondary panicles from a single quinoa plant emerged and matured at different times, creating differences in their exposure to heat treatment. To assess whether yield was affected by different exposure lengths to heat, the yield and time of heat exposure of each secondary panicle was recorded. The distribution of yield among secondary panicles was analyzed through factorial analysis to study the effects of: (i) shoot heating; (ii) root heating; (iii) secondary panicle position in the plant; and (iv) days of heat treatment since secondary panicles showed visible anthers. Panicles in quinoa start emerging from the top of the plant. Therefore, secondary panicles near the top of the plant mature earlier than panicles near the bottom. Factors three and four were analyzed in separate anova s because they were not independent variables. Main panicles were heat treated from first anthesis; however, anthesis could not be used to measure days of heat exposure in secondary panicles, because anthesis of the secondary panicles was inhibited in plants with heated shoots. Therefore, the days of heat treatment since anthers were visible in the secondary panicle were used to measure the effects of heat duration on yield. Secondary panicle yield was affected by shoot heating (three‐way anova on the effect of shoot heating, *P* < 0.0001) and position of the secondary panicle (three‐way anova on the effect of panicle position, *P* < 0.0001; Figure 3a). Interestingly, the length of heat treatment did not have a substantial effect on secondary panicle yield, with yield losses being similar in magnitude regardless of how long the panicles were treated (three‐way anova effect of days of heat treatment since visible anthers, *P* = 0.13034; Figure 3b). This indicates that a short heat exposure during anthesis may be sufficient to cause significant yield losses.

**Figure 3:**
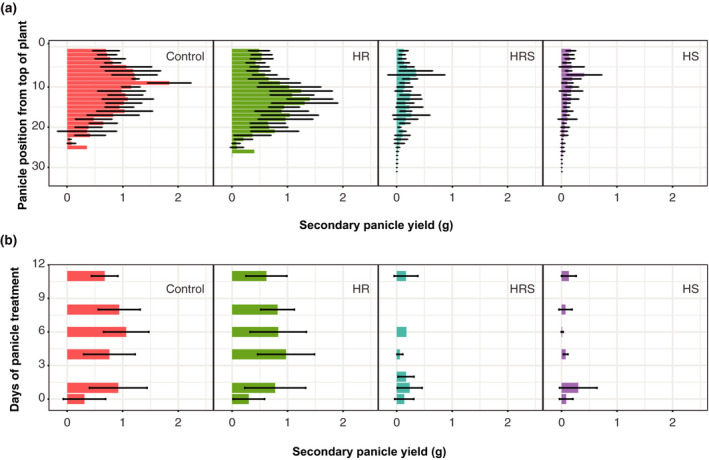
Analysis of the yield of secondary panicles. (a) Yield of individual secondary panicles by position in the plant for each treatment (*n* = 1–7 secondary panicles, depending on position). (b) Yield from individual secondary panicles heat treated for 0, 1, 2, 4, 6, 8 or 11 days: *n* = 9 (control), 22 (HR), 86 (HRS) and 72 (HS) panicles for 0 days; *n* = 46 (control), 21 (HR), 6 (HRS) and 4 (HS) panicles for 1 day; *n* = 8 (HRS) panicles for 2 days; *n* = 19 (control), 34 (HR), 5 (HRS) and 3 (HS) panicles for 4 days; *n* = 59 (control), 36 (HR), 1 (HRS) and 6 (HS) panicles for 6 days; *n* = 9 (control), 11 (HR) and 6 (HS) panicles for 8 days; *n* = 10 (control), 48 (HR), 79 (HRS) and 101 (HS) panicles for 11 days. Control, roots and shoots held at 22°C; HR, heated roots, with roots held at 30°C and shoots held at 22°C; HS, heated shoots, with shoots held at 35°C and roots held at 22°C; HRS, heated roots and shoots, with roots at held at 30°C and shoots held at 35°C. Error bars represent standard deviation.

### Shoot heating results in significantly fewer flowers developing fruit

To investigate the cause of reduced seed number in HS and HRS plants, flower development in the main panicle was observed during and after heat treatment. After 11 days of heat treatment, all plants were grown at control temperature until harvest. At 2, 24 and 45 days after the heat treatment ended, the total number of flowers and flowers bearing fruit in the apical 5 cm of the main panicle were counted. Fruit production was significantly lower in HS and HRS plants than in control plants (Kolmogorov–Smirnov test, *P* < 0.00001), whereas root heating did not have a substantial effect on fruit production (12% average difference from control, Kolmogorov–Smirnov test, *P* = 0.09956, Figure 4a). There was a significant effect of shoot heating on fruit production at all time points measured (2, 24 and 45 days after heat treatment ended; two‐way anova *P* < 0.00001). HS plants produced approximately 35.9% of the fruit produced by control plants at 2 days after heat treatment ended (Wilcoxon rank sum test, *P* = 0.02093), approximately 23.1% at 24 days after heat treatment ended (Wilcoxon rank sum test, *P* < 0.00001), and approximately 31.4% at 45 days after heat treatment ended (Wilcoxon rank sum test, *P* < 0.00001). HRS plants produced approximately 16.8% of the fruit produced by control plants at 2 days after heat treatment ended (Wilcoxon rank sum test, *P* = 0.00079), approximately 26% at 24 days after heat treatment ended (Wilcoxon rank sum test, *P* < 0.00001), and approximately 30.5% at 45 days after heat ended (Wilcoxon rank sum test, *P* < 0.00001). Overall, fruit production was significantly reduced in treatments with yield losses.

**Figure 4:**
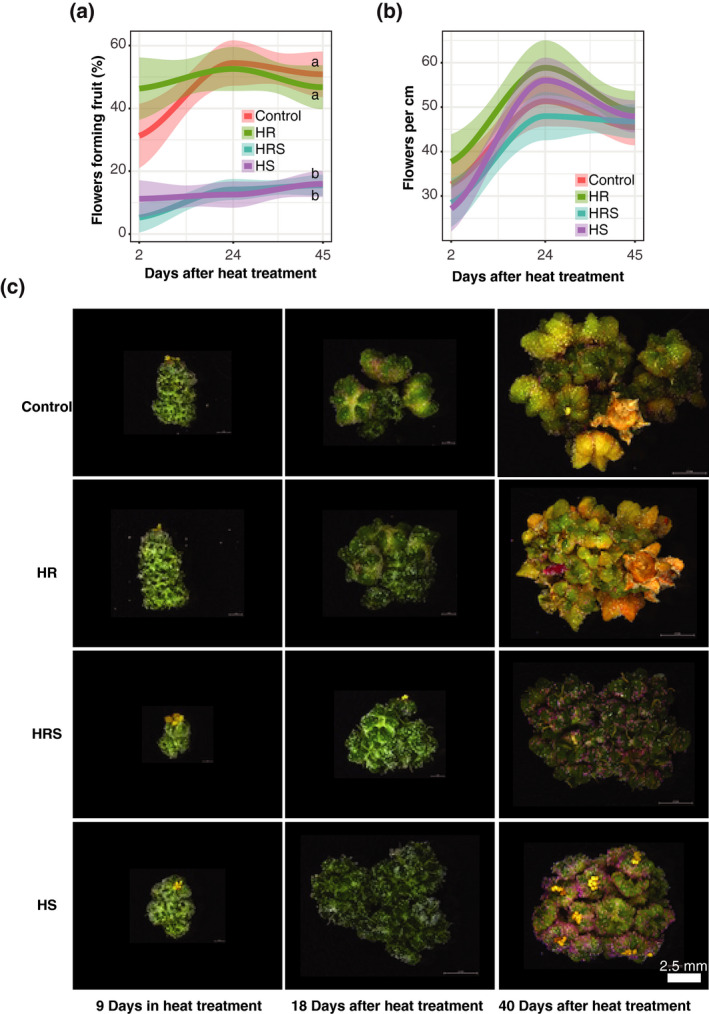
Main panicle flower analysis. (a) Fruit production measured on days 2, 24 and 45 after heat treatment ended. (b) Flower density in the most apical 5 cm of the main panicle measured on days 2, 24 and 45 after heat treatment ended. Curves resulting from a LOESS (locally estimated scatter‐plot smoothing) polynomial regression are shown (*n* = 30 main panicles, for each time point and each treatment). Letters next to curves represent statistical significance at *P* < 0.05 from a Kolmogorov–Smirnov test. (c) Flowers from the main panicle for each treatment imaged after 9 days of heat treatment, 18 days after heat treatment ended and 40 days after heat treatment ended. All images have been scaled to the same scale bar.

Along with fewer flowers producing fruit, another possible contributor to seed yield loss is a lower density of flowers along the panicle. To investigate the possibility that shoot heating lowers flower density in a quinoa plant, all the flowers in the apical 5 cm of the main panicle were counted. The number of flowers being produced in the apical 5 cm across treatments was similar across treatments (Kolmogorov–Smirnov test, *P*> 0.05; Figure 4b). Although this measurement does not discount the possibility that there are differences in flower concentration in lower regions of the plant, it does suggest that flower concentration in the main panicle is similar between treatments.

To assess possible differences in fruit production and flower development, flowers from the most apical part of the main panicle were observed under the microscope with 9 days of heat treatment, 18 days after heat treatment ended and 40 days after heat treatment ended. All flowers appeared similar among all treatments with 9 days of heat treatment; however, 18 days after the heat treatment ended, several flowers with fruit were visible in both control and HR treatments, but little to no fruit was observed in HS and HRS samples (Figure 4c). At 40 days after heat treatment ended, seed was formed in both control and HR plants, but not in HS or HRS plants (Figure 4c). In general, flowers of HS and HRS plants appeared less developed than control and HR flowers and lacked fruit and seed production (Figure 4c). The lack of fruit production and differences in flower development may explain the observed low seed number and yield loss in treatments with heated shoots.

### Photosynthesis and pollen viability with heat treatment were similar to controls during and after heat treatment

As our study observed a significant decrease in yield and fruit production in response to heat stress, we aimed to better understand the physiological changes occurring during heat stress that may have contributed to yield losses. We hypothesized that photosynthesis and pollen viability under heat treatment are negatively impacted. Although changes in photosystem‐II efficiency have been associated with grain yield (Ort *et al.*, 2015; Sanchez‐Bragado *et al.*, 2016; Lin *et al.*, 2018), as well as with responses to heat (Mathur and Jajoo, 2014; Yamamoto, 2016), we did not find statistically significant evidence that photosystem‐II efficiency was affected by heat. Similarly, we did not find statistically significant changes in pollen viability, despite pollen viability having been reported to be affected by heat in other species (Schoper *et al.*, 1987; Vara Prasad *et al.*, 1999; Kumar *et al.*, 2016; Jiang *et al.*, 2019), as well as in quinoa (Hinojosa, Matanguihan, *et al.*, 2018). Thus, we cannot conclude that either photosystem‐II efficiency or pollen viability were significant factors in yield losses after heat treatment (please see supplemental materials for data and details; Figures S2 and S3).

### Main panicles had less area and had a more open structure with heated shoot treatment

Next, we hypothesized that panicle architecture may be affected by heat. Although image analysis of the main panicles found no substantial difference in the height or width of the main panicle, the main panicle area (two‐way anova on the effect of shoot heating, *P* < 0.00001; Figure 5a) and the main panicle weight (two‐way anova on the effect of shoot heating, *P* < 0.00001; Figure 5b) were reduced after shoot heating relative to control plants. Reduced main panicle area and weight are likely to result from lower fruit production after shoot heating, as fruits are much larger than unfertilized flowers (Figure 5d), and the difference in fruit production from shoot heating was significant. Additionally, solidity, a measure of panicle compactness, was also significantly reduced after shoot heating relative to control plants (two‐way anova on the effect of shoot heating, *P* < 0.00001; Figure 5c). Reduced solidity could be caused by the main panicles of HS and HRS plants having a more open structure, or by the main panicles having fewer branches. To study the cause of reduced solidity, the number of branches in the main panicles was counted, and a similar number of branches was found between any treatment and control (0 to 1 branch median difference from control, Wilcoxon rank sum test, *P*> 0.05; Figure 5e). This indicates that the observed reduced solidity in plants with heated shoots is likely to result from the more open structure relative to control plants (Figure 5f). Altogether, we found a significant difference in the structure of panicles from heated shoot treatments, which is likely to be a reflection of differences in fruit production but not flower concentration under heat.

**Figure 5:**
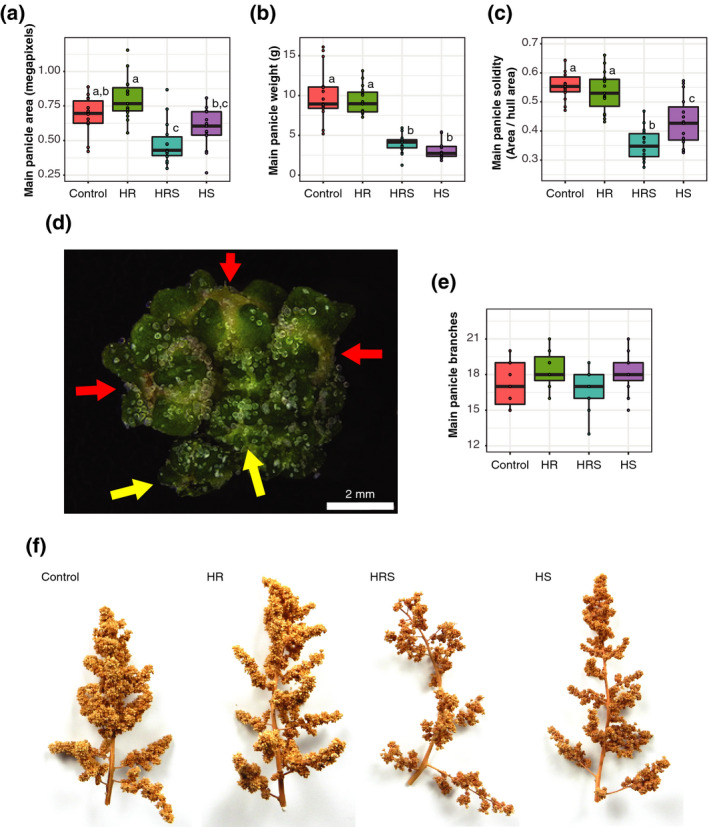
Analysis of main panicle structure. (a) Area of each main panicle at harvest per treatment (*n* = 15). (b) Weight of each main panicle at harvest for each treatment (*n* = 15). (c) Main panicle solidity for each plant and for each treatment (*n* = 15). (d) Segment of a quinoa main panicle showing fruit (red arrows) and unfertilized flowers (yellow arrows). (e) Number of branches in each main panicle for each treatment (*n* = 15). (f) Example images of the main panicle from each treatment group (representative median image for area) at harvest. Control, roots and shoots held at 22°C; HR, heated roots, with roots held at 30°C and shoots held at 22°C; HS, heated shoots, with shoots held at 35°C and roots held at 22°C; HRS, heated roots and shoots, with roots at held at 30°C and shoots held at 35°C. Letters above boxes represent statistical significance at *P* < 0.05 from a Wilcoxon rank sum test.

### Shoot heating increases the dry weight of non‐reproductive shoot biomass

Fruit development was significantly affected in HS and HRS treatments. Therefore, we hypothesized that there were differences in the development of non‐reproductive tissues with heat treatment. Quinoa shoot dry weight was measured on the first day of heat treatment, the last day of heat treatment and at harvest. Plant shoot fresh weight and root dry weight were similar across treatments on the first and last day of heat treatment (Figures S4 and S5). Plants from all treatments had similar shoot dry weight at the start of the heat treatment (5–14% average difference from control, Kruskal–Wallis test, *P* = 0.6227; Figure 6a), as well as after 11 days of heat treatment (5–12% average difference from control, Kruskal–Wallis test, *P* = 0.1787; Figure 6a). At harvest, HS plants (16% average difference from control, Wilcoxon rank sum test, *P* = 0.5929) and HR plants (2% average difference from control, Wilcoxon rank sum test, *P* = 1) had similar dry weights to control plants (Figure 6a); however, HRS plants had 27% greater shoot dry weight than control plants at harvest (Wilcoxon rank sum test, *P* = 0.0042). Interestingly, HRS plants also had significantly more tertiary panicles (Figure 2l) and tertiary panicle yield (Figure 2h), despite having significantly less total yield than control plants (Figure 1a,b).

**Figure 6:**
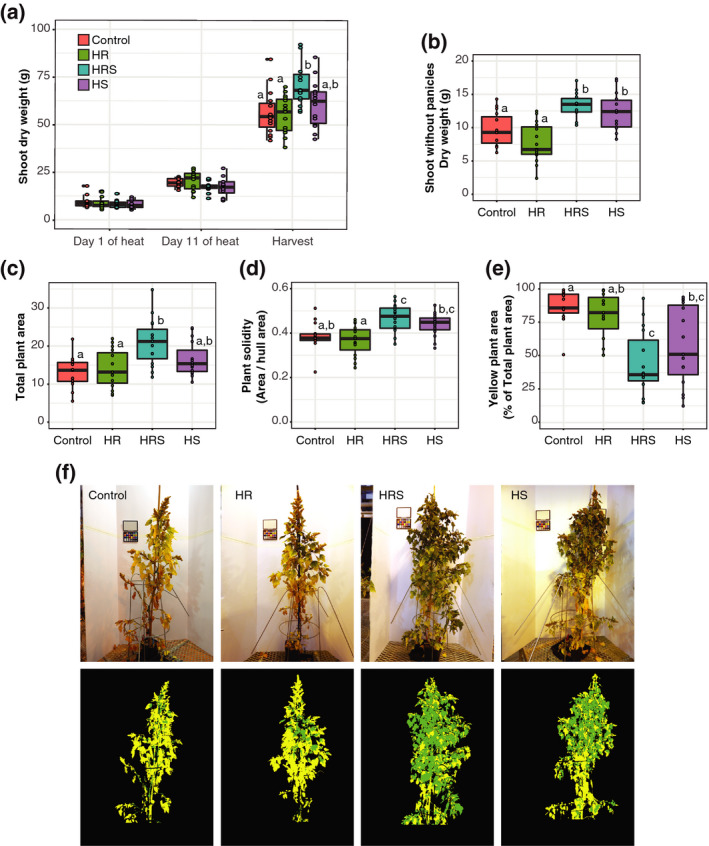
Shoot size and maturity. (a) Shoot dry weight (g) with 1 day of heat, 11 days of heat and at harvest (*n* = 9 for each treatment for days 1 and 11 of heat treatment, and *n* = 15 for each treatment at harvest). (b) Shoot dry weight without panicles at harvest (*n* = 15 for each treatment). (c) Normalized area for each plant and for each treatment (*n* = 15). (d) Solidity for each plant and for each treatment (*n* = 15). (e) Percentage yellow area for each treatment per plant (*n* = 15). (f) Example images from each treatment group (representative median image) classified into yellow or green pixels by naive Bayes classifier from plantcv. Control, roots and shoots held at 22°C; HR, heated roots, with roots held at 30°C and shoots held at 22°C; HS, heated shoots, with shoots held at 35°C and roots held at 22°C; HRS, heated roots and shoots, with roots at held at 30°C and shoots held at 35°C. Letters above boxes represent statistical significance at *P* < 0.05 from a Wilcoxon rank sum test.

Measurements of total shoot dry weight at harvest included the weight of panicles and seeds in addition to leaf and stem tissue. Therefore, to understand whether the quantity of non‐reproductive biomass was affected by heat, the shoot dry weight without panicles was also measured at harvest. The shoot dry weight without panicles was significantly affected by shoot heating (two‐way anova on the effect of shoot heating, *P* < 0.0001) but root heating did not show a substantial effect (11% average difference from control, two‐way anova on the effect of root heating, *P* = 0.4997). HS plants had 42% more dry weight in their shoots without panicles than control plants (Wilcoxon rank sum test, *P* = 0.03717), and HRS plants had 48% more dry weight in their shoots without panicles than control plants (Wilcoxon rank sum test, *P* = 0.00242, Figure 6b). Higher shoot dry weight at harvest after heat treatment has also been reported for the cultivars Red Head, Cherry Vanilla, Salcedo (Bunce, 2017) and Titicaca (Yang *et al.*, 2016). Interestingly, HS and HRS plants developed more non‐reproductive biomass than control plants after the heat treatment concluded. This suggests that heat triggered an irreversible change in quinoa development, and potentially in resource allocation. Furthermore, this change might have been induced by the lack of seed production, as seed formation has been shown to trigger plant senescence in other species (Noodén and Penney, 2001; Schippers *et al.*, 2015).

### Shoot heating delays plant maturity

There was more non‐reproductive biomass in HS and HRS plants; therefore, we hypothesized that plant maturation was delayed by shoot heat treatment. Analysis of plant images 45 days after heat treatment revealed that plant architecture was affected by shoot heating. In agreement with the manually measured shoot dry weight results, the plant area extracted from image data was 59.8% higher in HRS plants than in control plants (Wilcoxon rank sum test, *P* = 0.007; Figure 6c). Plants from both HS (12% median change from control, Wilcoxon rank sum test, *P* = 0.299) and HR (3% median change from control, Wilcoxon rank sum test, *P* = 1) treatments had similar areas to control plants (Figure 6c), which mirrors the manual shoot dry weight measurements. Plant solidity (compactness) was higher in shoot‐heated plants than in control plants (two‐way anova on the effect of shoot heating, *P* = 0.0001), whereas the solidity in root‐heated plants was similar to control plants (5% average difference from control, two‐way anova on the effect of root heating, *P* = 0.5822). Quinoa plants shed their leaves at maturity. Therefore, solidity could be a proxy measurement for maturity because solidity is likely to decrease when leaves are shed. Accordingly, lower solidity could indicate fewer leaves and a more mature plant. HRS plants had 21% average higher solidity than control plants (Wilcoxon rank sum test, *P* = 0.0122; Figure 6d). HS plants had 19% average higher solidity than control plants, but the difference was not substantial (Wilcoxon rank sum test, *P* = 0.0768). Thus, although the combined HRS treatment had a significant effect on solidity, the effect of shoot heat treatment alone (HS) on solidity was less clear (Figure 6d).

We also used color to quantify plant maturity, with 'yellow' being more mature and 'green' being less mature. The plant area was classified into green and yellow pixels using the naive bayes classifier in plantcv (Gehan *et al.*, 2017). Shoot heating had a significant effect on the percentage of yellow plant area (two‐way anova on the effect of shoot heating, *P* = 0.0001; Figure 6e). Root heating did not have a substantial impact on the percentage of yellow plant area (8% average difference from control, two‐way anova on the effect of root heating, *P* = 0.3425). HS plants had 57% yellow area and HRS plants had 44% yellow area, whereas HR plants had 80% yellow area and control plants had 87% yellow area, on average (Wilcoxon rank sum test *P* values: control versus HS, *P* = 0.0235; control versus HRS, *P* = 0.001; control versus HR, *P* =0.9965; Figures 6e,f). The decreased proportion of yellow plant area in treatments with heated shoots suggests a delay in maturity in comparison with control plants. Changes in maturity in shoot‐heated samples, especially HRS, in combination with increases in tertiary panicle yield and number suggest that this accession of quinoa uses a heat‐avoidance strategy rather than an escape strategy. In an escape strategy a plant attempts to finish its life cycle (often with early flowering) in response to adverse environmental conditions, whereas in an 'avoidance' strategy the plant development slows down (Shavrukov *et al.*, 2017).

### Differentially expressed genes in treatments with yield losses

To identify candidate genes involved in yield loss caused by heat in quinoa, gene expression was examined. 

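Leaf RNA was sequenced from 24 plants of the quinoa accession, 3 plants for each of 4 treatments on each of 2 days. The control plants had roots and shoots at 22°C. Roots were at 30°C in HR and HRS, and shoots were at 35°C in HS and HRS. Control and HR plants stood in one growth chamber and HS and HRS plants in another, and each treatment had its own wooden box. The chamber therefore cannot be told apart from the heating of the shoots, nor the box from the treatment. The authors trimmed the reads with trimmomatic, estimated counts per transcript by pseudoalignment with kallisto and compared each treatment with the control of the same day with sleuth. The authors' deposited table lists 44776 transcripts, with b, its standard error, the p-value, the q-value and the variance components of each of 6 comparisons. The effect size b is the difference between treatment and control on the natural log scale. It holds no values of single plants. Table S2 lists from 13048505 to 26814025 reads per plant. The median of the 3 plants on day 1 was 17738071 reads in control, 18781898 in HR, 23342760 in HS and 19422866 in HRS. On day 11 it was 22828239 in control, 20346428 in HR, 19001964 in HS and 18238913 in HRS. Between 30320 and 30731 transcripts were tested in a comparison, and 28719 in all 6. From the table, the treatments were compared with each other and between the days, the tests were repeated with limma, and sets of transcripts were compared with random sets. The median standard error of b ranged from 0.18 for HRS on day 1 to 0.23 for HRS on day 11. For HS on day 11 it was 0.54 among the 7683 least abundant transcripts and 0.15 among the 7682 most abundant.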

Differentially expressed genes compared with the control treatment were identified by RNA‐seq analysis. Leaf samples were collected from all treatments during day 1 and day 11 (last day) of heat treatment. To facilitate the use of the expression data generated in this study, an r shiny application, quinoa heat data explorer, was developed as a community tool (for details, see supplemental data; http://shiny.datasci.danforthcenter.org/quinoa-heat/).

To associate gene expression with yield loss, genes differentially expressed exclusively in the treatments with yield loss (HRS and HS) were analyzed further (Figure 7a). 

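In the authors' deposited table, 172 of 30320 transcripts tested in HR on day 1 had a q-value under 0.05, of which 108 were higher than in control. The counts made here of transcripts called in HS and HRS and not in HR equal those that the paper's text states. These are 5825 on day 1, 1001 on day 11 and 394 on both days. The authors' deposited table calls 8050 of 30579 transcripts in HS and 8060 of 30341 in HRS on that day, 4304 and 4270 of them higher. For day 11, the authors' deposited table calls 269 transcripts in HR, 4174 in HS and 3723 in HRS, of which 104, 1872 and 1844 were higher. With limma's moderated test on the same effects and residual variances, and the same Benjamini-Hochberg adjustment, 6755 transcripts passed an adjusted p of 0.05 in HS and 6887 in HRS on day 1. On day 11, limma called 1522 in HS and 1683 in HRS. Limma called 0 transcripts in HR on either day, with 2322 at an unadjusted p under 0.05 on day 1 and 3379 on day 11, where chance alone gives 1516 and 1529. Of the transcripts called by limma, 6705 in HS and 6828 in HRS on day 1 were also among the authors' calls. The alternative that moved these counts most took a t distribution with the 4 residual degrees of freedom of 6 plants, with the same standard errors. It was chosen after the data were seen, as was limma, and left 1 call in HS and 307 in HRS on day 1 and 0 on day 11, where 3931 and 3601 transcripts had an unadjusted p under 0.05. Total estimated counts were summed over the tested transcripts from the mean log abundance of each group, because no library values are given. The most abundant transcripts weigh most in such a total. Among transcripts above the median abundance, the median b with sleuth's scaling was -0.003 in HS on day 1 and -0.04 on day 11. Scaled to these totals, a choice also made after the data were seen, b falls by 0.18 for every transcript in HS on day 1. In HS on day 11 it rises by 0.24. The share of calls higher than in control was then 85.2% in HS on day 11, against 44.8% with sleuth's scaling. On day 1 it was 25.8% in HS and 30.6% in HRS, against 53.5% and 53% with sleuth's scaling.

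**Figure D1:**
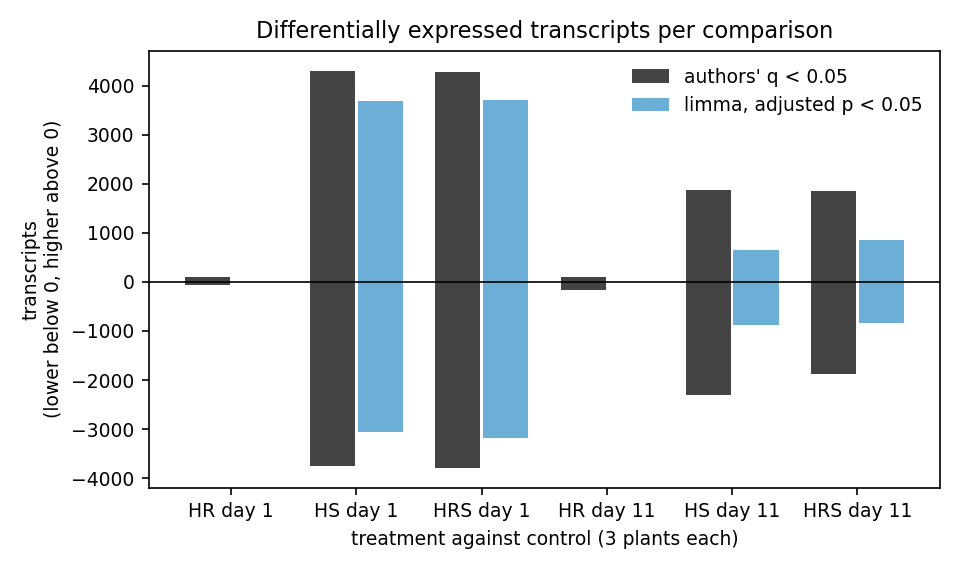
Number of transcripts higher (above 0) and lower (below 0) than in control in each treatment and day, 3 plants against 3. Grey bars count a q-value under 0.05 in the authors' deposited table and blue bars an adjusted p under 0.05 from limma. HS and HRS have fewer calls on day 11 than on day 1 with both tests.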

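On day 1, 5926 transcripts were called in both HS and HRS, which is 73.6% of the calls in HS and 73.5% of those in HRS. Of these, with sleuth's scaling, 3314 were higher than in control in both treatments, 2606 were lower in both and 6 had opposite signs. Of them, 101 were also called in HR, and 821 of the remainder had an unadjusted p under 0.05 in HR. Across 29988 transcripts tested in both treatments, b had the same sign in 83%, with a Pearson's r of 0.86. This r is across transcripts, which are not independent replicates. Both treatments were compared with the same 3 control plants, so the effects are alike by chance. With unchanged groups simulated from the standard errors, 100 draws gave the same sign in 66.7% and an r of 0.50 on average, and no draw gave a shared call. With equal effects in HS and HRS, the draws gave an r from 0.84 to 0.86. HRS was compared with HS directly with the largest standard error that the residual variances of the 2 comparisons allow. By this z test with Benjamini-Hochberg adjustment, 16 of 29988 transcripts differed. The smallest p belonged to 2 transcripts matched to the disease resistance gene RPPL1, AUR62026836-RA and AUR62031729-RA, which differed by -2.40 (standard error 0.32, adjusted p = 1.8e-09) and -2.19 (standard error 0.32, adjusted p = 1.3e-07). Both match the same Arabidopsis locus, and how reads were shared between them is not known. The interaction of root and shoot heating passed for 3 of 29634 transcripts. The smallest p were those of PYL8 (AUR62004471-RA), at -0.95 (standard error 0.18, adjusted p = 0.0024), and RBG7 (AUR62011317-RA), at 1.42 (standard error 0.28, adjusted p = 0.00945). With limma in place of the z test, given the largest variance allowed as well, 0 transcripts passed in either comparison. At an unadjusted p under 0.05 there were 658 and 1732. This form of limma is cautious, so 0 calls do not show that HRS and HS were alike.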

Day‐1 samples had 5825 differentially expressed genes in both HRS and HS treatments. 

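The authors' deposited table also lists gene ontology (GO) slim terms, taken from the Arabidopsis homolog of each transcript. In tests added after the data were seen, they were counted among the transcripts called in HS and HRS and not in HR on day 1, against the transcripts tested in all 3 treatments that carry a term. By a one-sided Fisher's exact test with Benjamini-Hochberg adjustment within each category, 10 of 164 biological processes, 3 of 132 molecular functions and 7 of 46 cellular components were over-represented. Protein folding had 94 of its 238 transcripts in the set, where chance gives 47 (adjusted p = 1.8e-10, Fisher's exact test). Of these, 85 were higher in HS than in control on day 1. The plastid had 143 of 418 transcripts in the set against 79.9 by chance (adjusted p = 2.8e-12, Fisher's exact test), of which 131 were higher on that day. Mitochondrion organization had 54 of 151 against 29.8 by chance (adjusted p = 1.6e-04, Fisher's exact test). With every transcript of the table as the background, 50 terms passed. With each Arabidopsis locus counted once, 9 did.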

Gene ontology (GO) over‐representation analysis of the 5825 differentially expressed genes found no over‐represented GO terms, as compared with GO term representation in the entire quinoa genome. Day‐11 samples had 1001 differentially expressed genes exclusively in both HRS and HS treatments, also with no GO terms over‐represented. 

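On day 11, 1044 transcripts were called in both HS and HRS, 25% of the calls in HS and 28% of those in HRS. They included 381 transcripts higher than in control in both treatments, 610 lower in both and 53 with opposite signs. Across 29947 transcripts, the sign of b was the same in 63.5%, and r was 0.50. In 100 simulated draws, the shared control plants alone gave the same sign in 66.8% on average, from 66.4% to 67.4%, and an r from 0.48 to 0.52. The r across all transcripts was thus within the range of unchanged groups, while the 63.5% of equal signs lay below it. The largest number of shared calls in these draws was 1. Among transcripts above the lower quartile of abundance, r was 0.40, below the 0.47 to 0.52 of unchanged groups. The r across transcripts was -0.01 between HR and HS and 0.44 between HR and HRS, where unchanged groups gave 0.47 to 0.53 for the latter. Above the lower quartile of abundance, it was -0.11 between HR and HS and 0.63 between HR and HRS, against 0.46 to 0.53. HRS differed from HS in 1159 of 29947 transcripts by the z test with the largest standard error allowed, 854 of them higher in HRS. Scaled to total estimated counts, 1734 differed and 1485 of them were lower in HRS, so the prevailing direction depends on the scaling. With equal spread in every group, 5116 transcripts differed. By limma with the largest variance allowed, a cautious form, 0 passed and 4525 had an unadjusted p under 0.05. Of the 3130 transcripts called in HS and not in HRS, 525 differed between HRS and HS by this z test, as did 464 of the 2679 called in HRS and not in HS. The smallest p were those of AUR62027945-RA, matched to the Arabidopsis gene At5g60390, higher in HRS by 2.40 (standard error 0.28, adjusted p = 4.0e-13), and AUR62005925-RA, matched to At5g17165, at -1.93 (standard error 0.23, adjusted p = 2.0e-12). The interaction of root and shoot heating passed for 11 of 29676 transcripts, led by APS1 (AUR62040723-RA) at 3.56 (standard error 0.48, adjusted p = 4.3e-09) and BAG6 (AUR62022637-RA) at -1.53 (standard error 0.24, adjusted p = 2.9e-06).

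**Figure D2:**
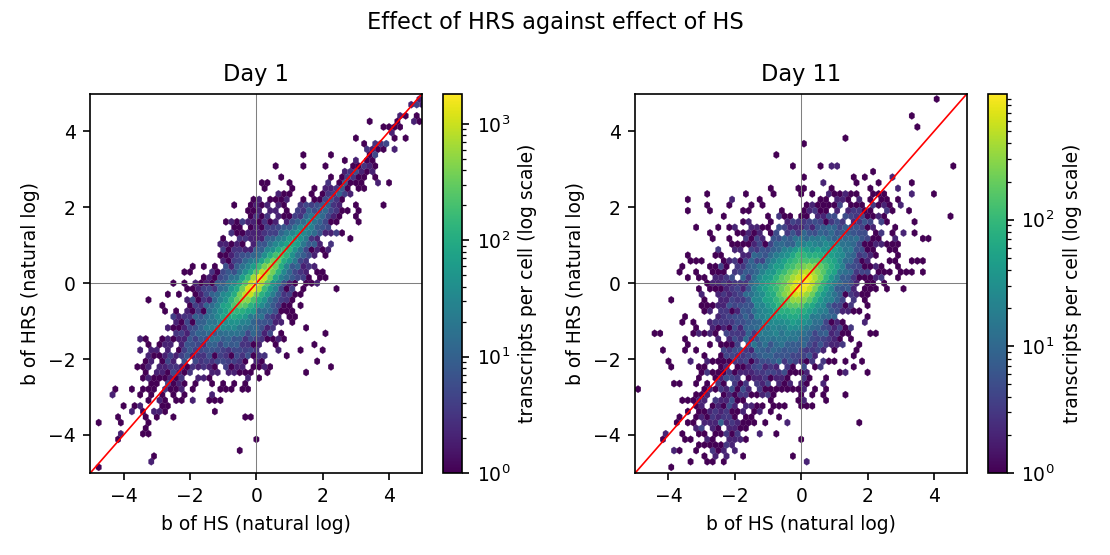
Effect b of HRS against effect b of HS on day 1 (left) and day 11 (right), both on the natural log scale, for transcripts tested in both. Cells are coloured by the number of transcripts, and the red line marks equal effects. Transcripts lie close to the line on day 1 and spread widely around it on day 11.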

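Among the transcripts called in HS and HRS and not in HR on day 11, 9 of 343 GO-slim terms were over-represented by the one-sided Fisher's exact test. Generation of precursor metabolites and energy held 15 transcripts of the set against 3.95 by chance (adjusted p = 9.0e-04, Fisher's exact test), 11 of them lower in HS than in control. Response to abiotic stimulus held 18 against 5.56 (adjusted p = 9.0e-04, Fisher's exact test), and protein folding 23 against 8.68 (adjusted p = 0.00109, Fisher's exact test). Of the protein folding transcripts, 22 were higher in HS. Counting each Arabidopsis locus once left 6 terms.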

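Of the transcripts tested in all 6 comparisons, 5705 were called in HS and HRS and not in HR on day 1 and 937 on day 11. Sets of these sizes drawn independently share 186 transcripts, and 212 when drawn within classes of equal abundance. The observed overlap of 390 was 2.1 and 1.84 times these numbers (p = 3.3e-54 for the first, one-sided Fisher's exact test). With those not tested in every comparison of HR, the set holds 394 transcripts. Across all 4 comparisons of HS and HRS, 160 of the 394 were higher and 196 lower than in control, and 38 did not keep one sign. Of the latter, 27 were higher in HS on day 1 and lower in HS on day 11. The highest mean b over the 4 comparisons were 4.85 for HSP15.7 (AUR62037791-RA), 4.76 for HSP23.6 (AUR62039962-RA) and 4.45 for FTSH6 (AUR62037524-RA). The lowest were -3.55 for BG1 (AUR62039855-RA), -3.46 for CYP72A14 (AUR62044433-RA) and -3.01 for the kinase At1g70250 (AUR62024269-RA). HSP15.7 was not tested in HR, so that no call there could exclude it. Its mean natural log abundance in control was -0.69 on day 1 and -0.32 on day 11. This is near the floor, so the size of its b is uncertain. The effects on the 2 days were compared directly by a z test with Benjamini-Hochberg adjustment. The effect of HS differed between the days in 4296 of 29715 transcripts, and that of HRS in 1998 of 29291. Limma gave 3729 and 1484. For HS, the smallest p were those of HSP17.6C (AUR62001804-RA), at -6.27 (standard error 0.51, adjusted p = 1.5e-30), and PSBY (AUR62001261-RA), at -4.02 (standard error 0.29, adjusted p = 5.5e-38). For HRS, HSP25.3 (AUR62035610-RA) was first, at -7.91 (standard error 0.28, adjusted p = 1.0e-168), and HSP17.6C second, at -7.19 (standard error 0.26, adjusted p = 1.7e-160). The members of the shared set depended on the scaling. Scaled to total estimated counts, it held 402 transcripts, 240 of them among the 394. The size of the shared set depended on the test. It held 135 transcripts with limma, 122 of them in common with the authors' calls, and 0 with the t distribution with 4 degrees of freedom, which left 6877 transcripts at an unadjusted p under 0.05 in HS on day 1.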

Further analysis focused on the subset of 394 genes differentially expressed in both HRS and HS treatments and during both days 1 and 11 of heat treatment (Figure 7b). No GO terms were over‐represented among these 394 genes and panther GO enrichment analysis did not find any enriched GO terms in any of the gene lists.

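In the set called on both days, 9 of 342 GO-slim terms passed the one-sided Fisher's exact test against the transcripts tested in all 6 comparisons that carry a term. Protein folding held 17 transcripts against 3.51 by chance (adjusted p = 1.3e-05, Fisher's exact test). All 17 were higher in HS than in control on both days. Plasma membrane held 45 against 24.6 (adjusted p = 7.4e-04, Fisher's exact test), 41 of them lower in HS on day 1. Mitochondrion held 21 against 8.11 (adjusted p = 0.00114, Fisher's exact test). Phagocytosis held 7 against 1.05 (adjusted p = 0.00688, Fisher's exact test). Terms with at least 10 members in the set were also compared with its other annotated transcripts by their b, with a Mann-Whitney test. Of 35 terms, 13 passed an adjusted p of 0.05 in HS on day 1 and 14 in HS on day 11. These tests are across transcripts, and many of the transcripts are copies of one gene. Counting each Arabidopsis locus once left 6 over-represented terms of 314.

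**Figure D3:**
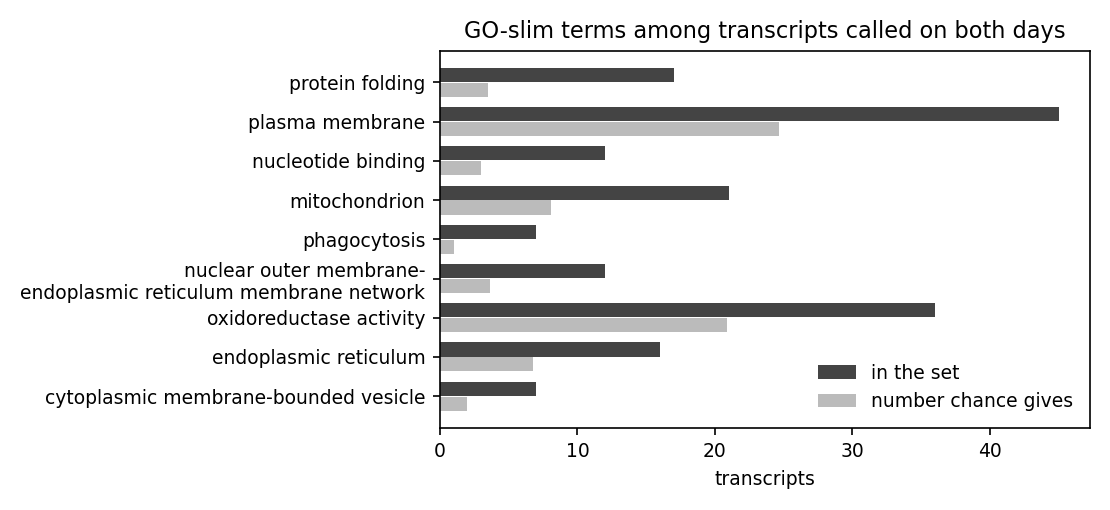
Number of transcripts with each over-represented GO-slim term in the set called in HS and HRS and not in HR on both days (dark bars), and the number that chance gives (light bars), ordered by p. Every term shown passes the Fisher's exact test at an adjusted p under 0.05.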

**Figure 7:**
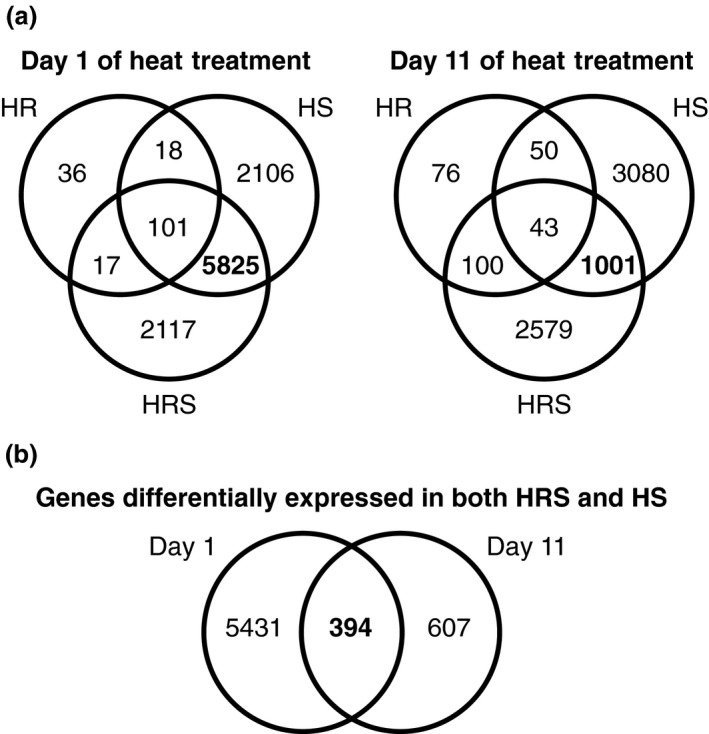
Differentially expressed genes by treatment and day of sampling. (a) Venn diagram of differentially expressed genes from control on day 1 of heat treatment and day 11 of heat treatment (*n* = 3 for each time point and each treatment). Overlapping genes in treatments with reduced yield are shown in bold. (b) Differentially expressed genes overlapping between day 1 and day 11 in treatments with reduced yield (HRS and HS).

### Transcription factor homologs show potential role of flower development on yield

A single transcription factor (TF) has the potential to modify the expression of many other genes, therefore differentially expressed transcription factors were identified in the 394 genes differentially expressed in HRS and HS treatments. Out of the 394 genes differentially expressed in both HRS and HS treatments during both day 1 and day 11 of heat treatment, 10 genes were identified as homologous to *Arabidopsis thaliana* transcription factors (Table S1). 

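All 10 transcripts had a q-value under 0.05 in the 4 comparisons of HS and HRS in the authors' deposited table, 8 of them lower and 2 higher than in control throughout. The latter were homologs of FRS11 (AUR62016149) and BHLH113 (AUR62039063). In the authors' deposited table, the size of b ranged from 0.24 for CDF3 to 3.25 for NAC036 (AUR62012948), both in HS on day 1. The 10 transcripts were not called again with scaling to total estimated counts, which raises every b in HS on day 11. The effects of the 8 lower ones would then be smaller in that comparison, and whether they would pass was not tested. The q-values of the same transcripts in HR in the authors' deposited table lay between 0.264 and 0.994. None of the 10 differed between HRS and HS on either day (smallest adjusted p = 0.834, z test with Benjamini-Hochberg adjustment over all transcripts) or showed an interaction of root and shoot heating (smallest adjusted p = 1). With sleuth's scaling, the effects of the 10 did not differ detectably between day 11 and day 1 by the z test. The smallest adjusted p was 0.108 for HS, that of NAC036, and 0.276 for HRS. Scaling to total estimated counts raises every HS difference between the days, and this test of the 10 was not repeated with it. With limma, 9 of the 10 passed in both treatments on day 1 and 1 on day 11, FRS11. The largest adjusted p of FRS11 over the 4 comparisons was 0.0193 with limma, and those of the others lay between 0.0576 and 0.0955. The study chose the list on these samples, so the calls are not independent evidence on these transcripts. For 8 of the 10, another transcript with the same Arabidopsis homolog was tested, and 0 of these other transcripts were called in all 4 comparisons. How reads were shared between such copies is not known.

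**Figure D4:**
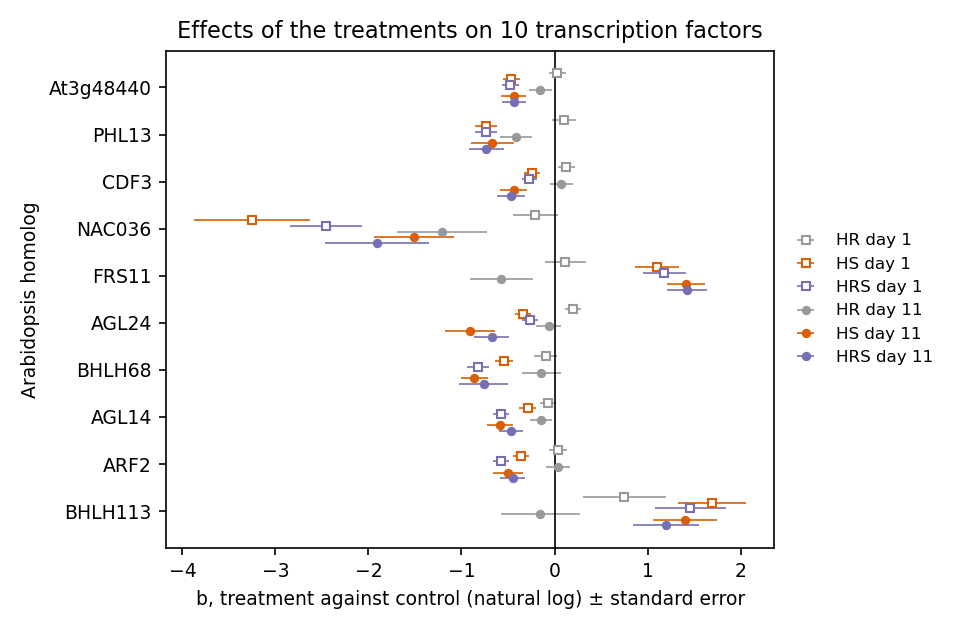
Effect b of each treatment against control on the natural log scale, with its standard error, for the 10 transcription factors, named by their Arabidopsis homolog. Open squares are day 1 and filled circles day 11. HR lies nearer to 0 than HS and HRS on the same day for every transcript.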

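The CDF3 homolog AUR62008425 had a b of -0.27 in HRS on day 1, -0.44 in HS and -0.46 in HRS on day 11 in the authors' deposited table, with standard errors of 0.08, 0.14 and 0.15. Over the 4 comparisons of HS and HRS, b corresponds to a change in level between -21.5% and -37.1%. The change from day 1 to day 11 was -0.20 in HS (standard error 0.17, adjusted p = 0.497) and -0.19 in HRS (standard error 0.17, adjusted p = 0.638), by the z test between days. Its largest adjusted p with limma was 0.0905. Another 4 transcripts had CDF3 as their Arabidopsis homolog. AUR62021670, AUR62005809 and AUR62032799 were lower than in control in all 4 comparisons, with b from -1.24 to -0.24 in the authors' deposited table, and did not pass in every one. AUR62014301 was higher in HS on day 1, with a b of 1.22 (standard error 0.36, q = 0.00461) in the authors' deposited table, and was not called in the other 3.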

In the list of 10 transcription factors (Table S1), AUR62008425 is a homolog of *cdf3*, an Arabidopsis TF that affects flowering time under abiotic stress (Corrales *et al.*, 2017). Also from the list of 10 TFs (Table S1), AUR62019043, AUR62033383 and AUR62034763 are homologs of TFs associated with flower morphogenesis and development. AUR62019043 and AUR62033383 are homologs of *AGAMOUS‐LIKE 24* (*AGL24*) and *AGAMOUS‐LIKE 14* (*AGL14*), respectively, which affect flowering and flower development in Arabidopsis (Yu *et al.*, 2004; Liu *et al.*, 2007; Liu *et al.*, 2008; Torti and Fornara, 2012; Thouet *et al.*, 2012; Fernandez *et al.*, 2014; Pérez‐Ruiz *et al.*, 2015; Agliassa *et al.*, 2018). Furthermore, *AGL24* has been shown to be temperature responsive in Arabidopsis (Gregis *et al.*, 2006). 

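The AGL24 homolog AUR62019043 had a b of -0.34 in HS and -0.26 in HRS on day 1 in the authors' deposited table, and -0.91 and -0.67 on day 11. The change between the days was -0.57 in HS (standard error 0.28, adjusted p = 0.183 by the z test) and -0.41 in HRS (standard error 0.21), neither past the threshold. The other tested transcripts with this homolog did not move together. In the authors' deposited table, AUR62027882 was lower than in control in all 4 comparisons, as AUR62019043 was. It was called in HRS on day 1, with a b of -0.25, and in HS on day 11, with a b of -0.72. AUR62013063 was higher in HS on day 1 with a b of 0.24. AUR62027113, tested in 2 comparisons only, was higher in HS on day 11 with a b of 4.90 (standard error 0.60, q = 4.0e-13). With limma, the largest adjusted p of AUR62019043 over the 4 comparisons was 0.0649. The AGL14 homolog AUR62033383 had a b of -0.29 in HS and -0.58 in HRS on day 1 in the authors' deposited table, and no other transcript had its Arabidopsis homolog. HRS and HS differed by -0.29 on day 1 (standard error 0.13) and by 0.12 on day 11 (standard error 0.19), neither past the threshold. With limma, its largest adjusted p was 0.0695.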

AUR62034763 is associated with flower morphogenesis and development and is a homolog of the Arabidopsis TF *AUXIN RESPONSE FACTOR 2* (*ARF2*). 

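In HRS, AUR62034763 had a b of -0.58 on day 1 and -0.45 on day 11 in the authors' deposited table. The difference of HRS from HS was -0.22 on day 1 (standard error 0.12) and 0.05 on day 11 (standard error 0.21), and neither difference passed after adjustment. The change in level in the 4 comparisons was between -30.2% and -43.9%. Its largest adjusted p with limma was 0.0955. A copy with the same Arabidopsis homolog, AUR62009525, was also lower, with a b of -0.44 in HS and -0.57 in HRS on day 1 and -0.40 in HRS on day 11 in the authors' deposited table. For HS on day 11, the copy had a b of -0.08 (q = 0.795) in the authors' deposited table. A further copy, AUR62041688, was not tested.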

*ARF2* is a pleiotropic developmental regulator (Okushima *et al.*, 2005) associated with flower opening, fertility and seed yield in Arabidopsis (Hughes *et al.*, 2008). The Arabidopsis *arf2* mutant makes sepals grow longer, preventing petals from separating, so the flowers do not open, which then lowers seed set and yield (Hughes *et al.*, 2008). As flower development was delayed in quinoa treatments with yield losses (HS and HRS; Figure 4c) and transcription factors differentially expressed in these treatments are associated with flower development, it is possible that flower development may have a significant role in yield losses with shoot heat treatments. Furthermore, it is possible that one or more of these genes associated with flowering time, flower development, flower fertility and flower opening may be involved in these yield losses.

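A preset list of 13 Arabidopsis flowering genes matched 35 quinoa transcripts of 11 loci. It included CDF3, AGL24, AGL14 and ARF2, so it is not independent of the study's own list. Its median b was -0.21 in HS and -0.28 in HRS on day 1, at percentiles 0.37 and 0.05 of 10000 random lists of the same size and abundance. On day 11, the median was -0.32 in HS and -0.37 in HRS, at percentile 0.59 and below all the random lists. Scaled to total estimated counts, the HS median on day 11 was -0.07. In HR, the median on day 1 was 0.16, in the opposite direction and above 0.10, the upper bound of the central 95% of random lists. On day 11 it was -0.02 in HR, at percentile 18.9. Of the 30 list transcripts tested in HS on day 1, 16 passed over all transcripts, 4 of them higher than in control, and 16 when adjusted over the list alone. On day 11, 7 of 31 passed in HS over all transcripts, 2 of them higher, and 12 adjusted over the list alone. HRS lay below HS on day 1, with a median difference of -0.12 at percentile 0.85 and 21 of 29 transcripts lower. Of the 29, 0 passed over all transcripts, 0 passed adjusted over the list alone and 5 had an unadjusted p under 0.05. On day 11 the median difference was 0.03 at percentile 49.7. From the delayed flower development in HS and HRS (Figure 4c) and the differential expression of transcription factors linked to flowers, the paper proposes that flower development may have a role in the yield losses and that one or more of these genes may be involved.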

### Shoot heating inhibits flower opening, potentially affecting pollination, fruit formation, and yield

The identification of genes associated with flower opening and flowering time in RNA‐seq experiments from leaf samples led us to examine flower opening and timing during heat treatment in quinoa. Quinoa inflorescences are composed of hermaphrodite and female flowers, where female flowers depend on the pollen from the hermaphrodite flowers to be fertilized, produce fruit and ultimately seed (Bhargava *et al.*, 2007b; Abdelbar, 2018). In open flowers, anthers are more spread than in closed flowers (Figure 8a), and flower opening may facilitate pollen dispersal, affecting the number of flowers that are fertilized. Consequently, if flowers remain closed under heat, fruit formation, seed number and yield may be impacted in quinoa. Previous studies in rice have shown that a closed flower is likely to be better protected from heat, but is less likely to be fertilized (Kobayasi *et al.*, 2010). Open and closed hermaphrodite flowers were counted from images of the main panicles acquired on day 6 of heat treatment. Images were captured between Zeitgeber time (ZT8) and ZT9, a time of day when approximately 50% of control treatment flowers were open. Shoot heating had a significant effect on the percentage of open hermaphrodite flowers (two‐way anova on the effect of shoot heating, *P* = 0.0001; Figure 8b). Root heating did not have a substantial impact on the percentage of open flowers (two‐way anova on the effect of root heating, *P* = 0.2552). HS plants had only 9.2% open hermaphrodite flowers and HRS plants had 15.2% open hermaphrodite flowers, whereas HR plants had 43.5% open hermaphrodite flowers and control plants had 57.3% open hermaphrodite flowers, on average (Wilcoxon rank sum test *P* values: control versus HS, *P* =0.00015; control versus HRS, *P* = 0.00035; control versus HR, *P* = 0.45145; Figure 8b). In summary, flowers remained closed in the heat treatments that ultimately had yield losses (HRS and HS), whereas flowers were open in the treatment (HR) with a yield similar to that of the control (Figure 8c). This result suggests that differences in flower opening during heat treatment could ultimately contribute to differences in yield.

**Figure 8:**
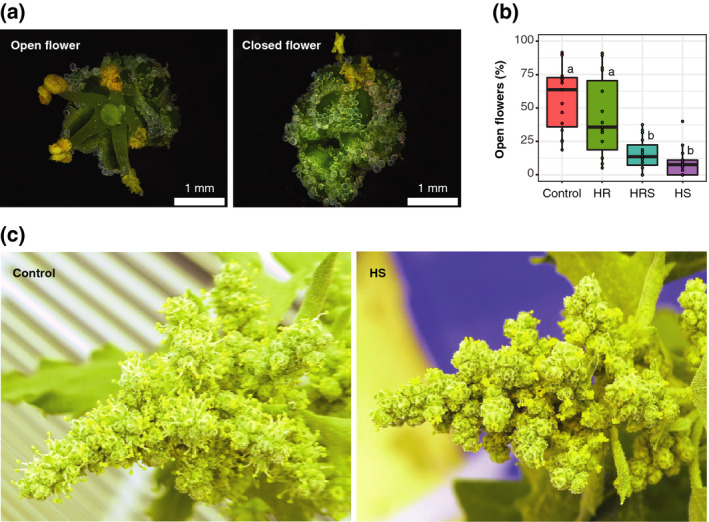
Shoot heating affected floral opening compared with the control. (a) Representative images of open and closed quinoa flowers. (b) Percentage of open hermaphrodite flowers in the main panicle on day 6 of heat treatment (*n* = 15). Control, roots and shoots held at 22°C; HR, heated roots, with roots held at 30°C and shoots held at 22°C; HS, heated shoots, with shoots held at 35°C and roots held at 22°C; HRS, heated roots and shoots, with roots at held at 30°C and shoots held at 35°C. Letters above boxes represent statistical significance at *P* < 0.05 from a Wilcoxon rank sum test. (c) Representative images of control and heated shoot main panicles.

## Conclusion

We explored the physiological changes that occur in quinoa accession QQ74 during and after heat treatment. The shoot heat treatments had the greatest number of physiological changes in response to heat. In particular, we find significant reductions in fruit production, delays in maturity, and increases in tertiary panicle yield and number in shoot treatments, suggesting that a heat treatment during anthesis triggers an avoidance strategy of prioritizing growth over development, with more resources allocated to tertiary panicles. The increase in tertiary panicle yield at the expense of primary and secondary panicle yield in heated‐shoot plants, compared with control plants, could be an effective survival strategy, but from an agricultural standpoint the yield from tertiary panicles is not likely to make a significant contribution to the total yield because quinoa is typically harvested when the main panicle has reached maturity. That said, as breeding programs commonly select against the development of tertiary and secondary panicles, so that more resources are dedicated to the main panicle, they may inadvertently impair heat‐stress tolerance mechanisms in quinoa. In the future, we are still very interested to test whether there are differences in seed quality among the treatments (e.g. amino acid profiles) and whether there are differences in quality from the different panicle types.

Gene expression data led us to examine floral phenotypes more closely, and we also observed a change in flower opening in the main panicle of HRS‐ and HS‐treated samples, with flowers remaining closed in the afternoon when control and HR samples had open flowers. This observation fits with the decreased fruit production in the main panicles of HRS and HS samples. Altogether, this work identifies key phenotypes to potentially mitigate heat‐induced yield decreases in quinoa. For example, if yield decreases in the main panicle are caused by floral closure induced by heat, then identifying natural variation or screening mutant populations for changes to these phenotypes might be targeted.

## Experimental Procedures

### Plant material and growth conditions

QQ74 (PI 614886) seeds were obtained from first‐generation (heterozygous) plants grown from the original US Department of Agriculture (USDA) seedstock. These seeds were planted in Pro‐Mix FPX (Premier Tech Horticulture, https://www.premiertech.com) soil and grown at 22°C, with a 12‐h photoperiod, 50% relative humidity and a light intensity of 400 µmol m^–2^ s^–1^. Plantlets at the developmental stage of between two and four leaves were transplanted to Berger BM7 soil (Berger, https://www.berger.ca) in 1.07 liter pots (T.O Plastics, Product 700051C, https://www.toplastics.com/), and grown under the same conditions. Before flowering, 60 of the plants most similar in height and developmental stage were selected and randomly divided into four treatment groups. Potted plants were placed in 245 cm × 68 cm × 16.5 cm wooden boxes filled with Turface Athletics MVP coarse sand (Profile Products LLC, https://www.profileproducts.com) to buffer soil temperature. The soil was covered with a blue mesh (Con‐Tact Brand, https://contactbrand.com) to facilitate image processing. When more than 50% of the plants had open flowers (35–40 days after planting), all plants were moved to a secondary growth chamber with the same conditions for 2 days, while the temperature was adjusted and stabilized for heat treatments.

### Heat treatments

Four treatment groups were used in this experiment: (i) control, with plants growing at 22°C; (ii) heated roots, with roots growing at 30°C and shoots growing at 22°C; (iii) heated shoots, with roots growing at 22°C and shoots growing at 35°C; and (4) heated roots and shoots, with roots growing at 30°C and shoots growing at 35°C (Figure S1). For setting up the four treatments, the wooden boxes were split into two growth chambers. The first growth chamber was set to control conditions of 22°C, with a 12‐h photoperiod, 50% relative humidity and 400 µmol m^–2^ s^–1^ light intensity; the second growth chamber was set to 35°C, with a 12‐h photoperiod, 50% relative humidity and 400 µmol m^–2^ s^–1^ light intensity. In the first growth chamber, a heating coil at 30°C was passed through the sand of one wooden box at two heights, approximately equally spaced around the pots, to heat the soil to 30°C (HR). In the second growth chamber held at the higher temperature, a cool water line running 15.5°C water was passed through the sand of one wooden box at two heights, approximately equally spaced around the pots to cool the soil to 22°C (HS; Figure S1). At ZT0, plants were divided into four treatments, where each treatment was contained in a wooden box. The heat treatment lasted 11 days. After 11 days of treatment, plants were moved for a day to a third growth chamber at control conditions while the temperature was adjusted back to control conditions in the treatment chambers. Once control conditions (22°C) were reached in the treatment chambers, plants were replaced in their respective wooden boxes at control conditions, for 7–10 more days, and subsequently moved to a glasshouse with control conditions until harvest for yield measurements.

### Sampling for pollen viability, fresh weight, and dry weight

Samples from two to four plants per treatment were collected between ZT2 and ZT4, at days 1 and 11 of heat treatment. Flowers with visible anthers were cut and placed in Alexander stain (Alexander, 1969) for pollen viability assays. Sampled plants were cut to separate the shoots from the roots. Shoots were immediately weighed to obtain fresh weight, and subsequently both roots and shoots were dried at 40°C and 30% relative humidity for 3 days and weighed to obtain the dry weight.

### Seed harvesting

When the plants stopped water uptake from the soil, the watering stopped and the plants were allowed to dry until they were ready to harvest. Shoots and panicles were cut and stored in paper bags at room temperature (approximately 23°C). Seed was harvested from the shoots using an air‐blast seed cleaner (ABSC; Almaco, https://www.almaco.com). Seed was then manually cleaned with a mesh and stored in paper envelopes at room temperature.

### Main panicle, seed and whole‐plant imaging

A Raspberry Pi computer (https://www.raspberrypi.org) controlling a single‐lens reflex (SLR) camera (Nikon COOLPIX L830, https://www.nikon.com) on a camera stand was used to collect main panicle and seed images at harvest (https://doi.org/10.5281/zenodo.3352280). The camera set‐up to collect main panicle and seed images was described in detail by Tovar *et al. *(2018: appendix 3). The main panicle images were analyzed using plantcv (Gehan *et al.*, 2017) to measure the main panicle area, width, height, hull area, solidity, perimeter, longest axis, and hull vertices. The python script analyze_image.py (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/analyze_image.py) was run over all images using the PlantCV script pantcv‐pipeline.py. The r script used to analyze the main panicle output measurements is available from Github (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/main_panicle_image_data_analysis.R). To estimate seed size, a subset of quinoa seeds collected from control, HR, HS, and HRS plants were imaged and then that subset of seeds was weighed. The number of seeds produced per plant was estimated by dividing the total seed yield of every plant by the estimated individual seed weight of the same plant. A 1.27 cm tough spot was used as a size marker for seed images. Images were analyzed using plantcv (Gehan *et al.*, 2017) to measure seed area. An example jupyter notebook for seed image processing (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/seed-image-analysis/plantcv-seed-phenotyping-phenomatics.ipynb) and the r script used to process seed area results (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/seed-image-analysis/heat-seed-quinoa-analysis.R) are available from Github. Adjustments to the region of interest were made for different seed images, to make sure that all seed and size markers were included in the analysis.

Whole‐plant images and images of main panicles during heat treatment were acquired using the same SLR camera used for seed imaging, with white poster boards as a background (https://doi.org/10.5281/zenodo.3352280). To manually count open and closed hermaphrodite flowers, images of main panicles were acquired on day 6 of heat treatment. Whole‐plant images were acquired 45 days after the end of heat treatment (approximately 95 days after planting). An example jupyter notebook used to analyze whole‐plant images (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/quinoa_heat_whole_plants.ipynb) and the probability density functions file (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/whole_plant_pdfs.txt) used to classify green and yellow plant parts are also available on Github. Adjustments to the placement of black boxes, thresholds, and the region of interest were made in the jupyter notebook when analyzing whole‐plant images, to make sure that the entire plant was included in the analysis. The side of the pot was measured in pixels using imagej (Schneider *et al.*, 2012) for each whole‐plant image, and was used to normalize linear measurements (perimeter, height, width and longest axis), whereas the square of the pot side was used to normalize area measurements (area, and hull area). The r script used to analyze whole‐plant image measurements is available from Github (https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/whole_plant_images.R).

### RNA‐Seq

Samples were collected from three plants per treatment at four time points: 1, 2 and 11 days of heat treatment, and 1 day after heat treatment ended. Each plant was considered a biological replicate. Leaf tissue, root tissue and flower tissue was collected at ZT2 and immediately frozen in liquid nitrogen. Although four time points and multiple tissue types were collected, only leaf samples from day 1 and day 11 were processed further for RNA‐seq. Total RNA was extracted from quinoa leaves with the RNeasy Plant Mini Kit, including the RNase‐free DNase Set, as recommended by the manufacturer (Qiagen, https://www.qiagen.com). RNA was quantified with Qubit RNA BR Assay Kit (Invitrogen, now ThermoFisher Scientific, https://www.thermofisher.com), and quality was assessed with the Agilent 6000 Nano Kit (Agilent, https://www.agilent.com). Strand‐specific library construction and paired‐end RNA sequencing were performed by Novogene using Illumina HiSeq 4000 (Novogene, https://en.novogene.com). The resulting paired‐end reads were analyzed for quality using fastqc 0.11.7 (Andrews *et al.*, 2012), where the 'per base sequence content' showed the first 10–20 bases on the 5′ ends contained low‐quality reads, suggesting the need to trim those bases. Based on fastqc quality analysis, reads were trimmed using trimmomatic 0.38 (Bolger *et al.*, 2014) with phred 33 quality scores (option '‐phred33'), removing adapters (option 'ILLUMINACLIP:TruSeq3‐PE.fa:2:30:10'), cropping 15 bases from the 5′ end (option 'HEADCROP:15'), and using the default options 'LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36'. After read trimming, the 'per base sequence content' in fastqc showed good quality, indicating that the reads were ready for gene expression profiling. A quinoa transcriptome index was created with kallisto 0.44.0 (Bray *et al.*, 2016), using the 'kallisto index' command with required argument '‐' and no optional arguments, from the published quinoa transcriptome (file Cquinoa_392_v1.0.transcript.fa.gz) (Jarvis *et al.*, 2017) available at Phytozome (https://phytozome.jgi.doe.gov; Goodstein *et al.*, 2012). Transcript abundance was quantified with kallisto 0.44.0 (Bray *et al.*, 2016) by pseudo aligning the trimmed paired‐end reads to the quinoa transcriptome index created, using the 'kallisto quant' command with required arguments '‐' and '‐o', and optional bootstrapping set to 100 (argument '‐b'). Differential analysis of transcript levels between treatments and control was performed with sleuth 0.30.0 (Pimentel *et al.*, 2017) in rstudio 1.1.463 and r 3.5.2. A *q* < 0.05 was used to call differentially expressed genes. 

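The columns of the authors' deposited table show how the q-values were made. In each comparison, the standard error of b is the square root of the sum of technical variance and shrunken biological variance, multiplied by the square root of 2/3, to within 9.8e-15. This is the form of a fit to 3 control and 3 treated plants, so every comparison was a separate fit of 6 plants. The shrunken variance is the larger of the transcript's own value and the smoothed value at its abundance, for all tested transcripts. The p-value is the two-sided normal probability of b over its standard error, to within 4.8e-15, and q is the Benjamini-Hochberg adjusted value within the comparison, to within 2.6e-14. The control means recovered from the fits of one day differ by a constant for most transcripts. The share of transcripts within 0.01 of this constant was 0.947 to 0.999 over the pairs of treatments, so the same control plants served all 3 treatments.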

The raw RNA‐seq reads and the relative gene expression levels resulting from differential expression analysis with sleuth are available from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) submission GSE128155. Read statistics are described in Table S2. 

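Over the 24 libraries, Table S2 lists a median of 19756664 reads, of which a median of 15779604 were pseudoaligned, and a pseudoaligned share of 78.8% to 83.8%. The share of uniquely aligned reads in Table S2 averaged 72.4% ± 0.872 (SD, n = 3) in HS on day 11, and from 76.4% to 79% in the other treatments of that day. The highest HS plant, at 73%, lay below the lowest of the other 9 plants, at 75.6%. The difference in means was -5.47 percentage points (exact permutation test, two-sided, p = 0.00909, adjusted p = 0.0727 over the 8 groups). This p is the smallest the test can give with 3 against 9 plants, so the adjusted p does not speak against a difference. The pseudoaligned share was 79.4% to 81.1% in HS on day 11 and at least 82% in the other groups of that day. On day 1, the mean of HS lay 1.71 percentage points above that of the other 9 plants (exact permutation test, two-sided, p = 0.0182, with the same adjusted p).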

The r script rna_seq_quinoa_heat.R used to analyze differential gene expression is available at https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/rna_seq_quinoa_heat.R.

### Gene ontology analysis

Gene ontology (GO) was performed on differentially expressed genes found in RNA‐seq analysis. panther 14.0 (http://pantherdb.org) was used for GO analysis (Mi *et al.*, 2013). Differentially expressed gene lists were associated with their panther IDs from the quinoa genome (v1.0) annotation (Jarvis *et al.*, 2017), available at Phytozome (Goodstein *et al.*, 2012). Text files with gene lists were uploaded into panther using the 'PANTHER Generic Mapping' option, following panther recommended file formatting, with quinoa gene names on the first column, and panther IDs on the second column, and using 'NOHIT' whenever a gene did not have an associated panther ID. The b values obtained from differential expression analysis with sleuth 0.30.0 were used as the third column (numerical value of the experiment) for statistical enrichment tests. Statistical over‐representation and enrichment tests were performed using Fisher's exact test and false discovery rate (FDR) *P* correction on all three GO categories: molecular function, biological process and cellular component. For statistical over‐representation tests, a text file containing all genes in the quinoa genome as the first column and their respective panther IDs in the second column was uploaded and used as a reference list. The r script GO_analysis_quinoa_heat.R used to produce the files used for GO analysis is available at https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/GO_analysis_quinoa_heat.R.

### Transcription factor homolog identification

Differentially expressed genes obtained from RNA‐seq analysis were screened to identify homologs of *Arabidopsis thaliana* transcription factors. *Arabidopsis thaliana* orthologs corresponding to each quinoa gene were obtained from the quinoa genome annotation (Jarvis *et al.*, 2017) available in Phytozome (Goodstein *et al.*, 2012). To identify quinoa transcription factor homologs, the list of quinoa genes and their respective *A. thaliana* gene homolog names were cross‐referenced with the list of Arabidopsis transcription factors available at http://planttfdb.cbi.pku.edu.cn (Jin *et al.*, 2017). The r script used to identify transcription factor homologs is included in the rna_seq_quinoa_heat.R r script, available at https://github.com/danforthcenter/quinoa-heat-tovar/blob/master/rna_seq_quinoa_heat.R.

### Statistical analysis

Data were analyzed in rstudio 1.1.463, with r 3.5.2. A *P* < 0.05 was considered statistically significant. Each plant was considered a biological replicate. As data were not normally distributed and did not have homogeneous variances across treatments, non‐parametric analyses were performed. Curves were analyzed using a Kolmogorov–Smirnov test (Kolmogorov, 1933; Smirnov, 1948) with the ks.test function (Figures 4a,b, S2a and S3). Individual time points were analyzed with a robust two‐way anova using the med2way function from the wrs2 package (https://r-forge.r-project.org/projects/psychor/), with factors 'root heating' and 'shoot heating'. When a statistical effect was found with the anova, a Kruskal–Wallis test (Kruskal and Wallis, 1952) was performed with the kruskal.test function to confirm that differences existed among treatments. If differences were confirmed by Kruskal–Wallis test, a pairwise Wilcoxon rank sum test (Mann and Whitney, 1947) using the pairwise.wilcox.test function with a Benjamini and Yekutieli *P* correction (Benjamini and Yekutieli, 2001) (argument p.adjust.method = 'BY') was used to find which treatment was different from which, and the respective *P *values (Figures 1, 2, 5, 6 and S2b). Analysis of individual secondary panicle yield was performed through anovas with factors: 'shoot heating', 'root heating' and 'panicle position' (Figure 3a), or 'shoot heating', 'root heating' and 'length of heat treatment' (Figure 3b). For RNA‐seq data analysis (Figure 7), please see the RNA‐seq section of the Experimental procedures.

## Conflict of Interest

The authors declare that they have no conflicts of interest.

## Author Contributions

JT, SC and MG conceived and designed the research; SC designed and prepared sandboxes for differential root or shoot heating; JT designed the experiments; JT, CQ, EC, PP and AS performed the experiments; JT, HS, and MG analyzed the data; MG developed the quinoa heat data explorer app in r shiny; JT and MG wrote the article. JT, SC, HS, NF and MG edited the article.

### Open Research Badge

This article has earned an Open Data Badge for making publicly available the digitally‐shareable data necessary to reproduce the reported results. The data is available at https://doi.org/10.5281/zenodo.3352281; https://github.com/danforthcenter/quinoa-heat-tovar.

## Supporting information

**Figure S1. **Image of sandbox system to apply heat and cooling treatments. Click here for additional data file.

**Figure S2.** Photosystem‐II efficiency was not changed by heat treatment. Click here for additional data file.

**Figure S3.** Pollen viability measured during days 1 and 11 of heat treatment. Click here for additional data file.

**Figure S4.** Shoot fresh weight and water content were not modified after heat treatment. Click here for additional data file.

**Figure S5.** Root dry weight was not substantially affected by heat treatment. Click here for additional data file.

**Table S1.** List of 10 transcription factors that were differentially expressed in both HRS and HS treatments during both days 1 and 11 of heat treatment. Click here for additional data file.

**Table S2.** Read statistics for all RNA‐seq samples. Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

All data from this study is publicly available at https://doi.org/10.5281/zenodo.3352280. Specific locations for each data set are mentioned in the Experimental procedures section.

# Supplementary material for: Heating quinoa shoots results in yield loss by inhibiting fruit production and delaying maturity
**Source:** Plant J. 2020 Feb 24;102(5):1058–73. doi: 10.1111/tpj.14699
**Supplement:** Supplementary file 6 — Table S1. List of 10 transcription factors that were differentially expressed in both HRS and HS treatments during both days 1 and 11 of heat treatment.

| Quinoa Gene    | Arabidopsis Homolog | Arabidopsis Gene Name                         | Gene Symbol | HRS b for Day 1 | HS b for Day 1 | HRS b for Day 11 | HS b for Day 11 |
|----------------|---------------------|-----------------------------------------------|-------------|-----------------|----------------|------------------|-----------------|
| AUR62001266-RA | AT3G48440.1         | Zinc finger CCCH domain-containing protein 43 | At3g48440   | -0.4767773743   | -0.4639581859  | -0.4323383341    | -0.4405534753   |
| AUR62004822-RA | AT3G04450.1         | Myb family transcription factor PHL13         | PHL13       | -0.7364080574   | -0.7378122409  | -0.7345801281    | -0.6691453536   |
| AUR62008425-RA | AT3G47500.1         | Cyclic dof factor 3                           | CDF3        | -0.270388337    | -0.2418169937  | -0.4642102431    | -0.4395060492   |
| AUR62012948-RA | AT2G17040.1         | NAC domain containing protein 36              | NAC036      | -2.454984848    | -3.25263294    | -1.909195261     | -1.511841101    |
| AUR62016149-RA | AT1G10240.1         | Protein FAR1-RELATED SEQUENCE 11              | FRS11       | 1.177639699     | 1.101948002    | 1.41982516       | 1.415349134     |
| AUR62019043-RA | AT4G24540.1         | MADS-box protein AGL24                        | AGL24       | -0.2620954991   | -0.3422856085  | -0.6746297196    | -0.9076483211   |
| AUR62021459-RA | AT4G29100.1         | Transcription factor bHLH68                   | BHLH68      | -0.8220734518   | -0.545311355   | -0.7614201284    | -0.8632236947   |
| AUR62033383-RA | AT4G11880.1         | Agamous-like MADS-box protein AGL14           | AGL14       | -0.5775236714   | -0.2885525882  | -0.4649410572    | -0.5857004328   |
| AUR62034763-RA | AT5G62000.2         | Auxin response factor 2                       | ARF2        | -0.5785349602   | -0.3591114046  | -0.4468921575    | -0.5011076893   |
| AUR62039063-RA | AT3G19500.1         | Transcription factor bHLH113                  | BHLH113     | 1.458845177     | 1.69610382     | 1.196139371      | 1.40084197      |

# Supplementary material for: Heating quinoa shoots results in yield loss by inhibiting fruit production and delaying maturity
**Source:** Plant J. 2020 Feb 24;102(5):1058–73. doi: 10.1111/tpj.14699
**Supplement:** Supplementary file 7 — Table S2. Read statistics for all RNA‐seq samples.

| Day of Heat Treatment Sampled | Treatment | Plant Number | Sample Name | Number of Reads | Mapped Reads | Unique Reads | % Pseudoaligned Reads | % Unique Reads | Number of Targets |
|-------------------------------|-----------|--------------|-------------|-----------------|--------------|--------------|-----------------------|----------------|-------------------|
| 1                             | control   | 20           | C20m1       | 16489067        | 13314790     | 12160190     | 80.7                  | 73.7           | 44776             |
| 1                             | control   | 22           | C22m1       | 20448026        | 16435986     | 15135340     | 80.4                  | 74             | 44776             |
| 1                             | control   | 27           | C27m1       | 17738071        | 14165473     | 13361796     | 79.9                  | 75.3           | 44776             |
| 1                             | HR        | 7            | HR7m1       | 18781898        | 15178535     | 13963839     | 80.8                  | 74.3           | 44776             |
| 1                             | HR        | 9            | HR9m1       | 13048505        | 10512223     | 9624442      | 80.6                  | 73.8           | 44776             |
| 1                             | HR        | 14           | HR14m1      | 22954259        | 18801943     | 17383223     | 81.9                  | 75.7           | 44776             |
| 1                             | HRS       | 51           | HRS51m1     | 18966994        | 15346565     | 14266518     | 80.9                  | 75.2           | 44776             |
| 1                             | HRS       | 55           | HRS55m1     | 20090463        | 16212643     | 15097973     | 80.7                  | 75.1           | 44776             |
| 1                             | HRS       | 58           | HRS58m1     | 19422866        | 15296035     | 14354188     | 78.8                  | 73.9           | 44776             |
| 1                             | HS        | 35           | HS35m1      | 23342760        | 18899300     | 17646604     | 81                    | 75.6           | 44776             |
| 1                             | HS        | 39           | HS39m1      | 17998525        | 14540310     | 13742856     | 80.8                  | 76.4           | 44776             |
| 1                             | HS        | 43           | HS43m1      | 26157723        | 21218211     | 20100293     | 81.1                  | 76.8           | 44776             |
| 11                            | control   | 16           | C16m11      | 20438725        | 17135528     | 16291574     | 83.8                  | 79.7           | 44776             |
| 11                            | control   | 28           | C28m11      | 22828239        | 18918366     | 17443407     | 82.9                  | 76.4           | 44776             |
| 11                            | control   | 30           | C30m11      | 22961722        | 19091043     | 18040050     | 83.1                  | 78.6           | 44776             |
| 11                            | HR        | 1            | HR1m11      | 18170857        | 15067185     | 14361808     | 82.9                  | 79             | 44776             |
| 11                            | HR        | 5            | HR5m11      | 20346428        | 16953406     | 16071979     | 83.3                  | 79             | 44776             |
| 11                            | HR        | 11           | HR11m11     | 24596593        | 20466759     | 19429077     | 83.2                  | 79             | 44776             |
| 11                            | HRS       | 47           | HRS47m11    | 18238913        | 14961804     | 14077716     | 82                    | 77.2           | 44776             |
| 11                            | HRS       | 54           | HRS54m11    | 15513950        | 12877264     | 11724210     | 83                    | 75.6           | 44776             |
| 11                            | HRS       | 59           | HRS59m11    | 21346979        | 17509601     | 16277675     | 82                    | 76.3           | 44776             |
| 11                            | HS        | 31           | HS31m11     | 26814025        | 21751160     | 19525837     | 81.1                  | 72.8           | 44776             |
| 11                            | HS        | 34           | HS34m11     | 19001964        | 15083846     | 13863121     | 79.4                  | 73             | 44776             |
| 11                            | HS        | 41           | HS41m11     | 15607647        | 12498187     | 11147137     | 80.1                  | 71.4           | 44776             |

# Supplementary material for: Heating quinoa shoots results in yield loss by inhibiting fruit production and delaying maturity
**Source:** Plant J. 2020 Feb 24;102(5):1058–73. doi: 10.1111/tpj.14699
**Supplement:** Supplementary file 8

**Supporting Methods**

*Photosynthetic measurements*

Photosynthetic rates were measured with a MultispeQ (version 1.0, PhotosynQ, East Lansing, Michigan), using the Leaf Photosynthesis MultispeQ V1.0 (<http://photosynq.org/protocols/leaf-photosynthesis-multispeq-v1-0>, [(Kuhlgert *et al.*, 2016)](https://paperpile.com/c/8tRQJt/g3sS)) and The One v3.0 (<http://photosynq.org/protocols/the-one-v3-0-phi2-npqt-using-multi-phase-flash-with-qi-qe-phi2no-rg>) protocols. MultispeQ measurements were taken on 3 plants per treatment, every day during the 11 days of heat treatment, between ZT8 and ZT10. Leaves of the same developmental age were measured every day. Fv/Fm was measured on day 11 of heat exposure, using a Li-cor LI-6400XT (Li-cor, Nebraska, USA) following manufacturer’s recommendations.

*Pollen viability*

At least two anthers from different flowers of the same plant were manually opened to release pollen into 10 µl of Alexander stain [(Alexander, 1969)](https://paperpile.com/c/8tRQJt/olql). Pollen was stained for 15 minutes and then centrifuged at 20,000 x g for 1 minute to spin pollen down. To concentrate pollen in the stain, the top 5 µl of stain were discarded. Pollen was resuspended in the remaining 5 µl of stain and analyzed for viability under a brightfield microscope (Omax, Gyeonggi-do, Korea). At least 100 pollen grains were counted per plant to estimate percentage viability, considering green-stained pollen as non-viable, and red or purple-stained pollen as viable [(Alexander, 1969)](https://paperpile.com/c/8tRQJt/olql).

**Supporting Information**

*Photosystem II efficiency of heat treated plants was similar to control treatment before, during, and after heat treatment.*

To assess the effect of heat on photosystem II efficiency in quinoa, Phi2, a measurement of the quantum yield of photosystem II, was measured using a MultispeQ (v1.0) [(Kuhlgert *et al.*, 2016)](https://paperpile.com/c/8tRQJt/g3sS). Measurements were taken from 11 days before heat treatment started, during the 11 days of heat treatment, and 8 days after heat treatment ended. Analysis of Phi2 data using the Kolmogorov-Smirnov test showed that the heated shoots treatment was different from control (p-values 0.003688, Figure S2a). To verify the differences in photosystem II efficiency measured with Phi2, Fv/Fm was used as an independent measurement of the quantum yield of photosystem II. Fv/Fm was measured on day 11 of heat treatment, when we might expect the impact of the progressive heat treatment to be the greatest [(Becker *et al.*, 2017; Yang *et al.*, 2016)](https://paperpile.com/c/8tRQJt/oj9B+36KH). However, there was no substantial effect of heat on Fv/Fm in any treatment (4 to 5% average change from control, Kruskal-Wallis test p-value 0.09369, Figure S2b). Similarly, Hinojosa et al. 2018 [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR) also did not find substantial changes from heat on Fv/Fm in quinoa accession QQ74. A different study in quinoa cultivar Titicaca found that plants grown at 25/20°C (day/night) had higher Fv/Fm than plants grown at 18/8°C (day/night) [(Yang *et al.*, 2016)](https://paperpile.com/c/8tRQJt/36KH), but the yield from these plants was not reported. Overall, there was no conclusive evidence to support changes in photosystem II efficiency due to heat in quinoa. This likely indicates that photosystem II is not a substantial factor in yield losses of quinoa from heat.

*Pollen viability after heat treatment was similar to control treatment*

The observed low fruit production after shoot heating could be a result of lower pollen viability under heat treatment, therefore pollen viability was measured. Pollen viability was assessed at the start and end of heat treatments by measuring the rate of pollen abortion through Alexander staining [(Alexander, 1969)](https://paperpile.com/c/8tRQJt/olql). Pollen viability as measured by pollen abortion in shoot or root heated samples did not show evidence of being substantially affected as compared to control (2 to 11% average change from control, Kolmogorov-Smirnov test p-values > 0.05, Figure S3). Since heat did not seem to substantially affect the rate of aborted pollen, this would suggest that the observed low fruit production after shoot heating is unlikely due to changes in pollen viability. Interestingly, Hinojosa et al. 2018 [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR) found heat resulted in 63% lower pollen viability than control, in the same quinoa cultivar used in this study (QQ74). However a different pollen staining method (tetrazolium), was used [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR). Interestingly, the significantly lower pollen viability in Hinojosa et al. 2018 did not affect yield [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR). Since no differences in pollen viability were found from heat treatment, and the study of Hinojosa et al. 2018 [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR) found that a dramatically lower pollen viability did not affect yield, this would suggest that pollen viability is not the main limitation for quinoa fruit and seed production. However, the different pollen viability results of this study and of Hinojosa et al. 2018 [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR) highlight the importance of the method used to measure pollen viability. A more definitive method for measuring pollen viability is in vitro pollen germination [(Sato *et al.*, 2000; Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/Eozl+8IGR), but to our knowledge, there is no published in vitro pollen germination protocol for quinoa [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR). Pollen viability studies through in vitro germination would provide more conclusive evidence to whether pollen viability is affected by heat treatment in quinoa, and its potential impact in fruit and seed production.

*Shoot fresh weight did not show substantial changes during heat treatment*

To assess the effect of heat on shoot biomass, shoot fresh weight was measured on the first and last days of heat treatment. At the start of heat treatment shoot fresh weight was very similar among all plants (Kruskal-Wallis test p-value 0.9465). On the last day of heat treatment, shoot fresh weight had not substantially changed in comparison to the control treatment (Kruskal-Wallis test p-value 0.1226, Figure S4a). To assess differences in water content, the amount of water in each plant was also calculated by subtracting the shoot dry weight from the shoot fresh weight of each plant. As with fresh weight, no substantial differences in water content were found neither on the first (Kruskal-Wallis test p-value 0.8428) nor on the last day of heat (Kruskal-Wallis test p-value 0.1086, Figure S4b). Since it was expected that heat would increase water demands for treated plants, plants were well watered according to demand to prevent drought stress. Thus, quinoa was able to retain control water levels even during heat treatment.

*Root dry weight did not show substantial changes during heat treatment*

Root dry weight was measured on the first and last days of heat treatment to assess the effects of heat on root biomass. There were no substantial differences in root dry weight, both at the start (Kruskal-Wallis test p-value 0.3462) and end of heat treatment (Kruskal-Wallis test p-value 0.3351, Figure S5). The study of Hinojosa et al., 2018 [(Hinojosa, Matanguihan, *et al.*, 2018)](https://paperpile.com/c/8tRQJt/8IGR) also found no substantial differences in root dry weight 8 days after heat treatment, and therefore also suggests that heat does not affect root biomass in quinoa. Although there was no indication of changes in root dry weight from heat, in both studies, plants were grown in pots, which could have limited root growth. Measurements of root dry weight from heat-treated plants grown in the field would provide a more conclusive assessment of root dry weight changes after heat.

*Quinoa Heat Data Explorer: a tool for navigating and analyzing quinoa differential gene expression under heat*

Quinoa Heat Data Explorer is a tool built to facilitate sharing and analysis of the gene expression data obtained in this study with the quinoa research community. Quinoa Heat Data Explorer can be accessed at <http://shiny.datasci.danforthcenter.org/quinoa-heat/>, or downloaded from <https://github.com/danforthcenter/quinoa-heat-tovar> and run locally using R or RStudio. With the Quinoa Heat Data Explorer tool, users can browse and search differentially expressed quinoa genes using significance level cutoffs (q-values). Alternatively, users can search for GO terms, or ortholog *Arabidopsis thaliana* gene IDs. Gene expression graphs can be generated and graphs and data can be downloaded directly from the tool. This tool can be expanded to include new quinoa expression data as it becomes available.

Quinoa Heat Data Explorer was developed using Shiny (<http://shiny.rstudio.com/>). The code for Quinoa Heat Data Explorer is available at <https://github.com/danforthcenter/quinoa-heat-tovar>. The complete list of genes in the quinoa genome was associated with their respective *A. thaliana* orthologs available from the Phytozome [(Goodstein *et al.*, 2012)](https://paperpile.com/c/8tRQJt/SJnv) quinoa genome annotation [(Jarvis *et al.*, 2017)](https://paperpile.com/c/8tRQJt/QwIr). The list of GO terms corresponding to each quinoa gene was obtained by submitting the list of all *A. thaliana* orthologs to Panther (<http://pantherdb.org/>) [(Mi *et al.*, 2013)](https://paperpile.com/c/8tRQJt/pCGD) and retrieving the corresponding GO terms. For each gene, the corresponding corrected differential expression significance value (q value) and the expression value (b value, labelled “de” in Quinoa Heat Data Explorer) as obtained from analysis with Sleuth was added for each treatment and day of heat treatment sampled.

**Supporting Table Legends**

**Table S1.** List of ten genes that were differentially expressed in both HRS and HS treatments during both days 1 and 11 of heat treatment, and were also identified as homologous to *A. thaliana* transcription factors. b values represent the effect size of the treatment on transcript abundance [(Pimentel *et al.*, 2017)](https://paperpile.com/c/2netUO/fLpZ).

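The 40 b values of Table S1 differ from those in the authors' deposited table by at most 4.7e-10, so they are on the natural log scale. Each b compares 3 treated with 3 control plants of the same day, and HS and HRS of one day share their control plants. Standard errors of the 40 values, which the table does not list, are drawn in the plot of the transcription factors' effects. The widest of them belongs to NAC036 in HS on day 1, at 0.62 in the authors' deposited table.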

**Table S2.** Read statistics for all RNA-seq samples.

**Supporting Figure Legends**

**Figure S1.** Sandbox system to apply heat and cooling treatments. a) Sandbox system with cooling hose running around pots. b) Sandbox system with quinoa plants during heat treatment.

**Figure S2.** Photosystem II efficiency was not changed by heat treatment. a) Phi2 measured from 10 days before heat treatment started, during heat treatment, and until 8 days after heat treatment ended (n = 3 to 8 plants per timepoint and per treatment). Curves resulting from a LOESS polynomial regression are shown. b) Fv/Fm measured after 11 days in heat treatment per plant for each treatment (n =5 for control and HS; n=6 for HR and HRS).

**Figure S3.** Pollen viability measured during 1 and 11 days of heat treatment (n=6 plants per treatment for day 1, and n=8 plants per treatment for day 11).

**Figure S4.** Shoot fresh weight and water content were not modified after heat treatment. a) Shoot fresh weight measured from each plant and for each treatment (n=9). b) Shoot water content measured from each plant and for each treatment (n=9).

**Figure S5.** Root dry weight was not substantially affected by heat treatment. Root dry weight measured for each plant and for each treatment at 1 and 11 days of heat treatment (n=12).

# Supplementary material for: Heating quinoa shoots results in yield loss by inhibiting fruit production and delaying maturity
**Source:** Plant J. 2020 Feb 24;102(5):1058–73. doi: 10.1111/tpj.14699
**Supplement:** Supplementary file 9

## Supporting Table Legends

**Table S1.** List of ten genes that were differentially expressed in both HRS and HS treatments during both days 1 and 11 of heat treatment, and were also identified as homologous to *A. thaliana* transcription factors. b values represent the effect size of the treatment on transcript abundance (Pimentel *et al.*, 2017).

**Table S2.** Read statistics for all RNA-seq samples.

## Supporting Figure Legends

**Figure S1.** Sandbox system to apply heat and cooling treatments. a) Sandbox system with cooling hose running around pots. b) Sandbox system with quinoa plants during heat treatment.

**Figure S2.** Photosystem II efficiency was not changed by heat treatment. a) Phi2 measured from 10 days before heat treatment started, during heat treatment, and until 8 days after heat treatment ended (n = 3 to 8 plants per timepoint and per treatment). Curves resulting from a LOESS polynomial regression are shown. b) Fv/Fm measured after 11 days in heat treatment per plant for each treatment (n =5 for control and HS; n=6 for HR and HRS).

**Figure S3.** Pollen viability measured during 1 and 11 days of heat treatment (n=6 plants per treatment for day 1, and n=8 plants per treatment for day 11).

**Figure S4.** Shoot fresh weight and water content were not modified after heat treatment. a) Shoot fresh weight measured from each plant and for each treatment (n=9). b) Shoot water content measured from each plant and for each treatment (n=9).

**Figure S5.** Root dry weight was not substantially affected by heat treatment. Root dry weight measured for each plant and for each treatment at 1 and 11 days of heat treatment (n=12).

How the deposited data were processed for this re-analysis (not part of the article)

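Leaf RNA of 24 quinoa plants was sequenced by the authors, 3 plants in each of 8 groups: control, HR, HS and HRS on days 1 and 11. Each sample was assigned to its group from its label and Table S2, which give the same treatment and day for all 24. The authors trimmed the reads with trimmomatic 0.38, estimated counts with kallisto 0.44.0 against the quinoa v1.0 transcriptome and compared treatments with sleuth 0.30.0. Reads per plant were taken from Table S2. Weakly expressed transcripts had the largest standard errors.

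The authors' deposited table of 69 columns holds the p-value and q-value of each transcript and comparison, b and its standard error on the natural log scale, and the mean and variance components on the natural log scale of normalized estimated counts. The authors made these values with sleuth from the estimated counts. The number of columns with values of single plants is 0, so no value of a single plant was used. The table also names the best Arabidopsis match of 39937 transcripts (14037 loci) and GO-slim terms. The reference gene table at hand lists none of the transcript identifiers and was not used. Of the transcripts, 216 carry the same b in all 6 comparisons as another transcript.

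Transcripts with a q-value under 0.05 in the authors' deposited table were counted, and the overlaps of these calls were computed. The table shows a separate fit of 6 plants for each comparison. The test of HRS against HS and of the interaction that had been laid down required 1 fit for each day and was therefore not computed. In its place, a z test was used with the largest standard error that the residual variances of the separate fits allow, chosen after the data were seen. The day 11 effect was compared with the day 1 effect by a z test with the sum of squared standard errors. Benjamini-Hochberg adjustment was made over all transcripts of a test. Limma 3.58.1 (R 4.3.3) was run on b and the residual variances of the fits, with a trend over abundance. For HRS against HS and the interaction, it was given the largest variance that the residual variances allow, as the z test was. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

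Correlations of effects were compared with 100 simulated sets of unchanged groups that share control plants. Each of 4 preset lists of Arabidopsis genes (heat shock, flowering, clock and photosynthesis) was compared with 10000 random lists matched in 20 classes of abundance. GO-slim terms with at least 5 transcripts in the background were tested by a one-sided Fisher's exact test, within each of 3 categories. Ranked tests used terms with at least 10 members.

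The counts of calls and their overlaps, the correlation of HS with HRS, the test between days, the gene lists, the rule for named genes and a first set of alternatives were written before the data were examined. These alternatives were q thresholds of 0.01 and 0.1, adjustment over all 6 comparisons, a minimum effect of ln 2, a filter on abundance, the standard error without shrinkage, and other conditions on HR and on the sign for the overlaps. The GO tests, limma, the t distribution with 4 degrees of freedom, total scaling and the test of uniquely aligned reads were added after the data were seen. Genes named are those of Table S1; the 3 with the highest and the 3 with the lowest mean b in the set called on both days; the 2 with the smallest p in each test of HRS against HS, the interaction and the days; and members of the lists. Symbols are those of the Arabidopsis match given by the authors' deposited table or Table S1.

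The tests were tested on simulated data for 28719 transcripts with the variances of the table. In HS on day 1, where 200 transcripts were changed, the authors' form of the test recovered 84.5% of them, and 35.2% of its calls were unchanged transcripts. Limma recovered 68%, with 0.73% of its calls unchanged. The test between days recovered 77.5% (27.6% unchanged), that of HRS against HS 59.5% (1.65%) and that of the interaction 49% (6.67%). In these simulated data, a normal distribution with few plants gave more false calls than the q-value states where few transcripts change. Each transcript was simulated with its shrunken variance, which is never under the smoothed value. Transcripts with a smaller true spread, for which the shrinkage is cautious, were thus not simulated. The share of false calls in the real data may therefore be lower and was not measured.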

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

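Of the tests in this part, that of the sampling hour, those of single plants, of the scaling, of shared copies, of the control plants and of limma's calls among sign changes were chosen only after the result was seen.

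The effect of HS differed between day 11 and day 1 in 4296 transcripts and that of HRS in 1998, by the z test of the difference itself. Scaled to total estimated counts, these counts were 9842, of which 8579 were higher on day 11 against 1529 with sleuth's scaling, and 2114. Among the 1707 transcripts called in HS on both days, 624 had opposite signs, 467 of them higher on day 1 and lower on day 11. Called again with total scaling, 1434 of 2674 had opposite signs, and 1278 of them were lower on day 1 and higher on day 11. Which direction prevails thus depends on the scaling. With sleuth's scaling, the total in HS on day 11 had a natural log ratio of -0.24 to control. The median b of transcripts above the median abundance was -0.04, so the total does not follow the typical transcript. Total scaling moves every b of a comparison by 1 constant, which by itself changes signs. It was not tested whether the same transcripts had opposite signs with both scalings, so the second count does not check the first. In HRS, 127 of 1781 had opposite signs. Limma called 228 of the 624 in HS on both days. Chance calls of transcripts unchanged on one of the days do not account for this number. At limma's largest passing p, they would give 16.7 on day 11 among its day 1 calls and 16.8 on day 1 among its day 11 calls. For the other 396, chance stays open. Different plants were sampled on the 2 days, in the same chambers and boxes. Age, the length of the heating and the day of sampling cannot be separated by this design, and none of them was tested. The HS libraries of day 11 also had the lowest shares of uniquely aligned reads of that day, and whether this plays a part was not tested.

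HS had 7974 calls on day 1 and 4090 on day 11 among the 29715 transcripts tested on both, and HRS had 7930 and 3553. The median standard error was 0.18 on day 1 and 0.22 on day 11 in HS. With each transcript's day 1 standard error, the day 11 effects gave 8357 calls in HS and 7639 in HRS. This exchange leans towards more calls, because the day 11 effects carry the larger day 11 noise. In the reverse exchange, the day 1 effects with day 11 errors gave 4898 calls in HS and 4821 in HRS, closer to the counts of day 11 than to those of day 1. A larger spread between plants on day 11 may thus explain most of the fall in calls. What made the plants more variable was not tested.

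The heat shock list, which the paper does not report on, had a median b of 3.78 in HS and 3.79 in HRS on day 1, above all 10000 random lists. For the transcripts tested in both, the median difference of HRS from HS was -0.24, below all random lists, with 45 of 56 lower in HRS, 0 passing and 0 at an unadjusted p under 0.05. Low control plants are argued against by HR, which was compared with the same plants: of 26 list transcripts called higher in HS and tested in HR, the highest b in HR was 0.75, and their median b in HS was 4.94. In HS, 49 of 59 transcripts lay more than 1 standard error from 0 with their own residual variance. A difference carried by 1 of 3 plants cannot reach this where the other plants are alike. Spread between plants can pass it, as 23 of 43 list transcripts did in HR, with a median b of -0.003. In HS, the median of b over this standard error was 8.28. There, 41 of 59 lay more than 2 standard errors from 0, against 11 of 43 in HR. A single plant as the source is thus argued against for most of the list. The heating of the shoots, the chamber and the box change together here, so a response to shoot heat is a hypothesis that the design cannot part from the chamber.

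The photosynthesis list had a median b of -1.31 in HS on day 11, below all random lists, and its HS effect changed by -1.98 from day 1 to day 11. HRS lay above HS by 1.16 on day 11, with 17 of 30 transcripts passing over all transcripts and 27 adjusted over the list alone. The paper does not report on these transcripts. It found no statistically significant evidence of an effect of heat on photosystem II efficiency overall, while its supplement reports a difference from control in HS for one of the measures, Phi2 (Figure S2). All 30 transcripts tested lay more than 1 standard error from 0 with their own residual variance, a bound that spread between plants can pass. All 30 also lay more than 2 standard errors from 0, with a median ratio of -4.49, which argues against a single plant. The scaling of the libraries is argued against by a median of -1.07 with total estimated counts. Reads moved between copies are argued against by the summed abundance, with a natural log ratio of -1.14. High control plants are argued against by HR, where the median was 0.29 and 28 transcripts were higher. The paper states that leaves of all treatments were taken at ZT2. Clock phase, or a departure from this hour, cannot be told apart, because few clock transcripts were tested: evening clock transcripts lay -1.08 from morning ones in HRS minus HS (exact permutation test, two-sided, p = 0.0545, 7 against 4 transcripts of a few genes). HS and HRS stood in one chamber and in different boxes, and root cooling to 22°C in HS went with the box, so an effect of root temperature under shoot heat may be involved but was not separated from the box. Nor was it separated from the libraries, as those of HS on day 11 had the lowest shares of uniquely aligned and pseudoaligned reads of that day.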

How the results depend on the processing

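Limma, the t distributions, total scaling, equal spread and the backgrounds of the GO tests were chosen after seeing the data, as was the z test of HRS against HS. No paired analysis was possible because the table holds no values of single plants. For the same reason, leaving out plants, other splits of the samples, other count normalizations and filters, and fits with other sets of groups were not run. The t distributions with 8 and 16 degrees of freedom set for a single fit for each day were not run because each comparison was its own fit.

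Each main result was set against each of its alternatives. In 75 of these pairs a count moved by more than 1.5 times, and in 1 a list was weaker. No list median outside the random lists changed sign. Inside them, that of the clock list did, in HRS on day 11 (-0.11 above the lower quartile of abundance) and in HR on day 1 (from 0.09 to just below 0 with total scaling). Scaling moves the random lists alike, so it does not test a list's percentile. For the single transcription factors, total scaling was not run, and 19 such pairs were weaker, all under limma or the t distribution. The cause was not tested except where the alternative's construction shows it.

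With a q threshold of 0.01, the calls were 61 in HR on day 1 and 88 on day 11, 2227 in HS and 2088 in HRS on day 11, and the sets called in HS and HRS and not in HR held 406 transcripts on day 11 and 148 on both days. With a threshold of 0.1, HR had 326 and 451 calls, and the sets held 1628 and 656. Adjusted over all 6 comparisons, HR had 720 and 955. With a minimum effect of ln 2, the calls on day 1 were 37 in HR, 3361 in HS and 3269 in HRS, on day 11 131, 2509 and 2015, and the sets held 2297, 536 and 150. All of these follow from a stricter or looser criterion.

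With the standard error without shrinkage, which is smaller by construction, HR had 1247 and 1772 calls, HS 8033 and HRS 6935 on day 11, and the sets held 2391 on day 11 and 849 on both days. HRS differed from HS in 96 and 2844 transcripts, the interaction passed in 269 and 173, and the days differed in 6712 for HS and 3668 for HRS. At an adjusted p under 0.1, the interaction on day 1 passed in 21 transcripts and HRS differed from HS in 1824 on day 11. With equal spread in every group, HRS differed from HS in 204 and 5116 and the interaction passed in 203 and 102.

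The t distribution with 4 degrees of freedom gave 0, 1 and 307 calls in HR, HS and HRS on day 1 and 0, 0 and 0 on day 11, where 867, 3931 and 3601 had an unadjusted p under 0.05 (HR on day 1: 664). The sets held 1, 0 and 0 transcripts, and 0 of the transcription factors were called in all 4 comparisons. HRS against HS gave 0 and 0 (146 and 1743 at an unadjusted p under 0.05) and the interaction 0 and 0 (278 and 216). With 8 degrees of freedom, the day tests gave 993 and 184.

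Limma gave 0 and 0 calls in HR (2322 and 3379 at an unadjusted p under 0.05), 1522 in HS and 1683 in HRS on day 11, sets of 301 and 135 transcripts, and 1 transcription factor called in all 4 comparisons. With the largest variance allowed, limma gave 0 and 0 transcripts for HRS against HS (658 and 4525 at an unadjusted p under 0.05). For the interaction it gave 0 and 0 (1732 and 1731).

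Scaled to total estimated counts, HR had 283 and 457 calls and HS 7778 on day 11, the interaction on day 1 passed in 6 transcripts, and the effect of HS differed between the days in 9842. The share of calls that were higher became 14.1% in HR, 25.8% in HS and 30.6% in HRS on day 1, against 62.8%, 53.5% and 53%, and the b of HRS on day 1 falls by 0.13. It became 12.7% in HR and 85.2% in HS on day 11, against 38.7% and 44.8%.

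The clock list in HS on day 1 had a median of -0.23 among transcripts above the lower quartile of abundance, no longer outside the random lists. Of the GO tests, all transcripts as the background gave 50, 17 and 20 terms for day 1, day 11 and both days, and each Arabidopsis locus counted once gave 9 for day 1.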

Differences from the paper's values

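The paper's counts of transcripts in the sets, and the transcription factors and their b values, equal the values found here with the calls as deposited. The paper states that no GO term was over-represented in any of these lists. With GO-slim terms of the Arabidopsis matches, 20 terms passed for day 1, 9 for day 11 and 9 for both days. The paper also reports that its enrichment test found no term. It states that this test took the b values as input, and names Fisher's exact test for it. The ranked test used here, a Mann-Whitney test within each set, passed for 54 terms in HS on day 1. No other background tried for the over-representation gave a count of 0. The GO tests and their backgrounds were chosen after seeing the data. The paper's reference was all genes of the quinoa genome with their PANTHER identifiers, which was not used here.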

Other observations

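Of the tests in this part, that of single plants in HS was chosen only after the result was seen, and the GO tests themselves were added after the data were seen.

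Protein folding was over-represented in the day 1 set and in the set called on both days. Abundant transcripts, which are easier to call, are argued against as the reason: the highest count in 10000 random sets matched on abundance was 75 for the day 1 set, which holds 94, and 13 for the set called on both days, which holds 17. Counting each Arabidopsis locus once left an adjusted p of 4.0e-05 for both days (Fisher's exact test), which argues against copies of a gene counted several times. The enrichment may reflect the response to shoot heat, which is confounded with the chamber.

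HS and HRS had an r of 0.50 on day 11. Noise around equal effects is argued against, since the lowest r of 100 simulated draws with equal effects was 0.76. HRS and HS may therefore have differed on this day by root temperature or by box. The libraries differed too: 71.4% to 73% of reads were uniquely aligned in HS on this day, against 75.6% to 77.2% in HRS. A technical difference was not separated from these.

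The heat shock list had a median b of 0.96 in HS and 0.12 in HRS on day 11, with 21 and 12 calls (23 and 16 adjusted over the list alone). The median difference of HRS from HS was -1.11. In HS, 38 of 47 transcripts lay more than 1 standard error from 0 with their own residual variance. Spread between plants can pass this bound, as 27 of 44 did in HR on day 11 with 0 calls. A single plant in HS is therefore not excluded. In HRS, 31 of 47 passed the bound.

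The photosynthesis list had a median b of 0.68 in HS and 0.53 in HRS on day 1, with 25 and 20 calls, and -0.10 in HRS on day 11. The clock list had a median b of -0.28 in HS and -0.50 in HRS on day 1, and -0.27 and 0.01 on day 11, with 11, 7, 6 and 5 calls. In HR, the median of the photosynthesis list was 0.35 on day 1, above all random lists, with 3 calls over all transcripts and 14 adjusted over the list alone. No explanation was tested for these values.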
